# The Mediator complex kinase module is necessary for fructose regulation of liver glycogen levels through induction of glucose-6-phosphatase catalytic subunit (*G6pc*)

**DOI:** 10.1016/j.molmet.2021.101227

**Published:** 2021-03-31

**Authors:** Dou Yeon Youn, Alus M. Xiaoli, Haihong Zong, Junichi Okada, Li Liu, Jacob Pessin, Jeffrey E. Pessin, Fajun Yang

**Keywords:** Mediator complex, Kinase module, Fructose, *G6pc*, Liver glycogen

## Abstract

**Objective:**

Liver glycogen levels are dynamic and highly regulated by nutrient availability as the levels decrease during fasting and are restored during the feeding cycle. However, feeding in the presence of fructose in water suppresses glycogen accumulation in the liver by upregulating the expression of the glucose-6-phosphatase catalytic subunit (*G6pc*) gene, although the exact mechanism is unknown. We generated liver-specific knockout MED13 mice that lacked the transcriptional Mediator complex kinase module to examine its effect on the transcriptional activation of inducible target gene expression, such as the ChREBP- and FOXO1-dependent control of the *G6pc* gene promoter.

**Methods:**

The relative changes in liver expression of lipogenic and gluconeogenic genes as well as glycogen levels were examined in response to feeding standard low-fat laboratory chow supplemented with water or water containing sucrose or fructose in control (*Med13*^fl/fl^) and liver-specific MED13 knockout (MED13-LKO) mice.

**Results:**

Although MED13 deficiency had no significant effect on constitutive gene expression, all the dietary inducible gene transcripts were significantly reduced despite the unchanged insulin sensitivity in the MED13-LKO mice compared to that in the control mice. *G6pc* gene transcription displayed the most significant difference between the *Med13* ^fl/fl^ and MED13-LKO mice, particularly when fed fructose. Following fasting that depleted liver glycogen, feeding induced the restoration of glycogen levels except in the presence of fructose. MED13 deficiency rescued the glycogen accumulation defect in the presence of fructose. This resulted from the suppression of *G6pc* expression and thus G6PC enzymatic activity.

Among two transcriptional factors that regulate *G6pc* gene expression, FOXO1 binding to the *G6pc* promoter was not affected, whereas ChREBP binding was dramatically reduced in MED13-LKO hepatocytes. In addition, there was a marked suppression of FOXO1 and ChREBP-β transcriptional activities in MED13-LKO hepatocytes.

**Conclusions:**

Taken together, our data suggest that the kinase module of the Mediator complex is necessary for the transcriptional activation of metabolic genes such as *G6pc* and has an important role in regulating glycogen levels in the liver through altering transcription factor binding and activity at the *G6pc* promoter.

## Highlights

• *G6pc* is upregulated with fructose supplementation through the ChREBP-dependent pathway.
• Upregulation of *G6pc* suppresses glycogen synthesis in the liver.
• Knockout of the Mediator complex MED13 subunit inhibits *G6pc* gene expression.
• The Mediator complex kinase module is required for ChREBP-dependent activation of the *G6pc* gene.

## 1 Introduction

Different types of dietary carbohydrates have marked differential effects on metabolism and the development of obesity, diabetes, fatty liver, and cardiovascular diseases [[1], [2], [3]]. In particular, fructose is a more potent driver of *de novo* lipogenesis in the liver than glucose primarily through a greater induction of lipogenic gene expression through the activation of the transcription factors, sterol regulatory element-binding protein 1c (SREBP-1c) and carbohydrate response element-binding protein (ChREBP) [[4], [5], [6], [7]]. While both glucose and fructose are phosphorylated to fructose 6-phosphate (F6P) and fructose 1-phosphate (F1P), respectively, only glucokinase but not fructokinase (ketohexokinase) is highly sensitive to its end-product inhibition [[8], [9], [10]]. It was recently reported that at low doses, the major absorption and metabolism of dietary fructose occurs in the small intestines, whereas at high doses, fructose saturates intestinal metabolism resulting in excess fructose primarily going to and being metabolized by the liver [11,12]. The liver contains high levels of aldolase B that rapidly hydrolyzes F1P to dihydroacetone phosphate (DHAP) and glyceraldehyde [13]. The rapid phosphorylation of fructose results in depletion of ATP and subsequent activation of the AMP-dependent protein kinase (AMPK), nucleotide degradation, and uric acid formation [[14], [15], [16], [17]]. AMPK is an important energy sensor that suppresses the mechanistic target of rapamycin complex 1 (mTORC1), another important energy-sensing signaling node [18]. Because insulin induction of SREBP1c-mediated lipogenic gene expression depends on mTORC1, fructose induction of lipogenic gene likely results from a distinct pathway. Fructose was recently shown to induce the expression of the constitutively active ChREBP-β transcription factor and lipogenic gene expression through the nuclear translocation of ChREBP-α independent from mTORC1 [7,19]. Importantly, the catalytic subunit of glucose 6-phosphatase (*G6pc*) is a critical gluconeogenic gene and is also transactivated by ChREBP-β [20,21]. These findings suggest a pathophysiologic basis for the elevation of both *de novo* lipogenesis and increased hepatic glucose production (glycogenolysis and gluconeogenesis) that occurs in insulin-resistant states.

However, most eukaryotic transcription factors, including SREBP-1c and ChREBP-β, are unable to directly contact and activate RNA polymerase II (Pol II) required for mRNA transcription. The Mediator complex links these and the vast majority of regulated transcriptional factors and co-regulators with the basal transcriptional machinery [22,23]. The small or core mammalian Mediator complex contains 26 subunits whereas the large Mediator complex consists of the core Mediator without MED26 plus the kinase module composed of MED13, MED12, CDK8, and cyclin C (CCNC) [[24], [25], [26]]. Under normal physiologic conditions, the Mediator complex in the mouse liver undergoes a dynamic nutrient and hormonal-dependent interconversion between the large and small Mediator complex regulated through the mTORC1 pathway [27]. The relative contribution of the large and small Mediator complex to Pol II-dependent transcription has remained enigmatic and appears to result from complex interactions between combinatorial factors in a cell context-dependent manner [[28], [29], [30]]. In the present study, we used liver-specific MED13 knockout mice that resulted in the complete loss of the Mediator complex kinase module and generated the constitutive formation of the small/core Mediator. In these mice, we demonstrated that the kinase module is necessary for the transcriptional activation of *G6pc* expression and protects mice against some deleterious effects of fructose.

## 2 Materials and methods

### 2.1 Animals

All the animal experiments followed guidelines that were approved and in agreement with the Albert Einstein College of Medicine Institutional Animal Care and Use Committee (2016–0901). *Med13*^*fl*/fl^ mice were kindly provided by Dr. Eric Olson and backcross-bred with C57BL/6J from Jackson Laboratories for 8 generations. MED13 liver-specific knockout mice (MED13-LKO) were generated by cross-breeding with C57BL/6J. *Albumin*-Cre (*Alb*-Cre) mice were purchased from Jackson Laboratories. For *G6pc* overexpression in the *Med13*^fl/fl^ and MED13-LKO mice, AAV8-*Tbg-G6pc* was cloned and packaged (Vector Biolabs) for intravenous injection at 5 × 10^11^ GC/mouse. The mice had free access to food and water unless otherwise noted. All of the mice were housed in groups and under a facility equipped with a 12-h light/dark cycle.

Standard laboratory mouse chow (LabDiet #5053) that contained 25% protein, 13% fat, and 62% carbohydrates was provided for the mice. Prior to feeding experiments, the mice were trained for 3 days by removing food at 5 PM and feeding at 9 AM the next day (16-h fast overnight and 8-h feeding daytime). On the day of the experiment, the fasting group of mice was sacrificed in the morning at 11 AM (16-h fast) while the 9 AM fed group was also provided drinking water that contained 30% sucrose or fructose (w/v). The fed mice were sacrificed at 1 PM equal to 4 h of feeding. Then 30% sucrose or fructose water was prepared (w/v) and provided to the mice on the day of the experiment and not during the fasting/feeding training period.

For glucose, insulin, and pyruvate tolerance tests, mice were fasted overnight for 16 h (glucose tolerance test) or 6 h (insulin and pyruvate tolerance test) and tests were performed as previously described [31]. Blood glucose was determined by a Precision Xtra (Abbott) glucose-monitoring system, and plasma insulin levels were measured by an Ultra-Sensitive Mouse Insulin ELISA kit (Crystalchem). The respiratory exchange ratio was determined by indirect calorimetry using a Columbus Instruments Oxymax system as previously described [32].

### 2.2 Antibodies and immunoblotting

Antibodies against the following proteins were used in this study: MED13 (1:1000, Fisher PA5-35924 or 1:1000 Bethyl A301-278A), MED12 (1:1000, Abcam ab70842), CDK8 (1:1000, Abcam ab54561 or 1:1000, Bethyl A302-501A-M), CCNC (1:1000, Bethyl A301-989A), MED15 (1:1000, Bethyl A302-422A), nucleolin (1:1000, Cell Signaling 14574S), tubulin (1:1000, Cell Signaling 2144S), ChREBP (1:1000, Novus Biologicals NB400–135SS), phospho-S6 ribosomal protein (1:1000, Cell Signaling 4858P), S6 ribosomal protein (1:1000, Cell Signaling 2317S), phospho-AKT S473 (1:1000, Cell Signaling 4060), T308 (1:1000, Cell Signaling 4056), T450 (1:1000, Cell Signaling 12,178), total AKT (1:1000, Cell Signaling 9272), phospho GS (S641, 1:1000 Cell Signaling 3891), GS (1:1000 Cell Signaling 3893), phospho FOXO1 (S256, 1:1000 Cell Signaling 84,192), and FOXO1 (1:1000 Cell Signaling 2880). Total liver tissue lysates were generated using Pierce IP lysis buffer (87,787, Thermo Fisher Scientific) with freshly added 1 mM of dithiothreitol (DTT), protease inhibitors, and phosphatase inhibitors. Then, 3–8% Tris-acetate gels (Invitrogen) and nitrocellulose membranes (Invitrogen, iBlot gel transfer) were used to analyze protein samples. Western blotting signals were detected with either goat anti-rabbit or goat anti-mouse secondary antibodies (IRDye 800CW) from LI-COR. For a densitometric analysis, the relative band intensity was quantified by ImageJ and normalized to the loading control nucleolin or tubulin.

### 2.3 RNA isolation and quantitative PCR

Total RNA isolation from mouse livers and a quantitative PCR analysis were performed as previously described [33]. Briefly, an RNeasy purification kit (Qiagen) was used for RNA purification according to the manufacturer's protocol. A SuperScript VILO cDNA synthesis kit (Invitrogen) and PowerUp SYBR Green Master Mix (Applied Biosystems) were used for cDNA strand synthesis and a qPCR and StepOnePlus Real-Time PCR system (Applied Biosystems) was used for quantification. Samples were normalized to the *Ppib* gene to determine the relative mRNA levels. The primer sequences used in this study are listed in Table S1.

### 2.4 Nuclear extraction and glycerol gradient fractionation

All of the procedures were performed on ice in a 4 °C cold room. All the buffers contained a cocktail of protease inhibitors (Sigma Aldrich), phosphatase inhibitors (Sigma Aldrich), and 1 mM of DTT and were made immediately before use. Fresh mouse liver nuclear extracts were prepared as previously described with some modifications [34]. Briefly, the pooled liver extracts for each condition were loaded directly onto a glycerol gradient column generated by an auto mix gradient former (Jule) with 40% and 80% (w/v) glycerol in gradient buffer (20 mM of Hepes, 100 mM of NaCl, and 1.5 mM of MgCl_2_, pH 7.8) on top of a 200 μL cushion of 100% glycerol. Gradients containing samples or native marker protein standards that ran in parallel (Invitrogen) were centrifuged at 16,000×*g* for 16 h at 4 °C in a Beckman ultracentrifuge with SW55 Ti or VTi 65.2 rotors. Gradient fractions (50–100 μL) were collected from the top of the column and analyzed by Western blotting. Fractions taken from the protein standard column were resolved on NuPAGE 3–8% Tris-acetate native gel (Thermo Fisher Scientific) followed by silver staining and compared with the fractions from the lysate samples.

### 2.5 Chromatin immunoprecipitation (ChIP) assay

ChIP was performed as previously described [35]. Briefly, cross-linked mouse liver nuclear samples were sonicated in TE buffer containing protease inhibitor (Sigma Aldrich) and phosphatase inhibitor cocktail (Sigma Aldrich) on ice until the cross-linked chromatin DNA was sheared to an average length of ∼500 bp. The samples were precleaned with beads and aliquoted for incubation with anti-ChREBP (Novus Biologicals, NB400-135), anti-FOXO1 (Abcam, Ab39670), or anti-MED1 (Bethyl Laboratories, A300-793A) at 4 °C for 16 h. The immunoprecipitated DNA complex was incubated with proteinase-K (Sigma Aldrich) mix at 65 °C for 12 h, extracted with phenol-chloroform, and precipitated with ethanol. Next, 1% of starting chromatin input values or cycle threshold (*C*_t_) values were used for normalization.

### 2.6 Histology, glycogen quantification, and G6PC activity assay

Liver tissues were fixed in formalin and subjected to standard H&E staining and PAS staining at the Albert Einstein College of Medicine Histology and Comparative Pathology Core. Glycogen levels in frozen liver tissues were measured by using a Glycogen assay kit II (Abcam, ab169558). For G6PC activity measurement, a G6PC activity assay kit (University of Buffalo BMR, E−120) was used.

### 2.7 RNA-seq

Total isolated RNA samples were sent to Novogene Corporation for genome-wide mRNA sequencing and followed the company's standard protocol in generating 150 bp cDNA fragments, paired and two-ended reads, and 30, 000, 000 fragments/library construction for an Illumina machine. The raw sequencing reads were trimmed using Trim Galore with the stringency 5 option. Differential expression was performed with DESeq2 [36] using transcript-level counts estimated by Kallisto [37]. A gene ontology analysis was performed using the DAVID functional annotation tool [38].

The RNA-seq data are publicly available at the GEO repository (accession number: GSE165033).

### 2.8 Luciferase reporter assay

Luciferase reporter assay was performed as previously described [39]. Briefly, isolated primary hepatocytes from 12-week-old male *Med13*^fl/fl^ or MED13-LKO mice were seeded and cultured at a density of 2 × 10^5^ per well in 12-well collagen-coated plates in DMEM with 10% FBS. The same day, the *Med13*^fl/fl^ cells were transduced with either adenovirus (Ad)-GFP or Ad-Cre. After an overnight culture, the primary hepatocytes were co-transfected with plasmids of pcDNA3 (vector), pcDNA-*Foxo1*, pGL4-*G6pc*-Luc, and Renilla-Luc (control) for FOXO1-induced *G6pc* promoter activity or pcDNA-*Chrebp-β* and pGL4-3xChoRE-Luc for ChREBP-β-induced ChoRE activity. The cells were then collected 24 h post-transfection for luciferase assays. The firefly luciferase activity of each sample was normalized by the renilla activity. The 3xChoRE sequence was 5′-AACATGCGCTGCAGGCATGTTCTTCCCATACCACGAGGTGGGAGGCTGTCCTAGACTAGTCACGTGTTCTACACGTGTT.

### 2.9 Statistical analysis

Data are presented as the mean ± SEM unless otherwise noted and compared between two groups using Student's *t*-test. A two-sided *p* < 0.05 was considered statistically significant. One-way ANOVA is also used as noted in the figure legends, followed by post hoc analysis for comparisons between individual groups. Identical letters in figures indicate datasets that are not statistically significant (*p* > 0.05).

## 3 Results

### 3.1 Liver-specific knockout of MED13 did not affect insulin sensitivity

We recently reported that the kinase module subunits MED13, MED12, CDK8, and CCNC in the fed state dissociate from the large Mediator complex (∼1,200 kDa) to generate the small/core Mediator complex (∼600 kDa) with the subsequent degradation of the kinase module proteins [27]. Since MED13 directly links the kinase module to the core Mediator complex [40], loss of MED13 will essentially convert the large Mediator complex into the small Mediator complex. To understand the biological significance of fasting/feeding-regulated conversion of the Mediator complexes, we generated hepatocyte-selective MED13 knockout (MED13-LKO) mice by crossing *Med13*^*fl*/fl^ mice with *Alb-*Cre mice. As expected, compared with controls (*Med13*^fl/fl^), the MED13-LKO mice displayed a near complete loss of MED13 and MED12 with an approximately 40% reduction in CDK8 and CCNC proteins (Figure 1A).

**Figure 1:**
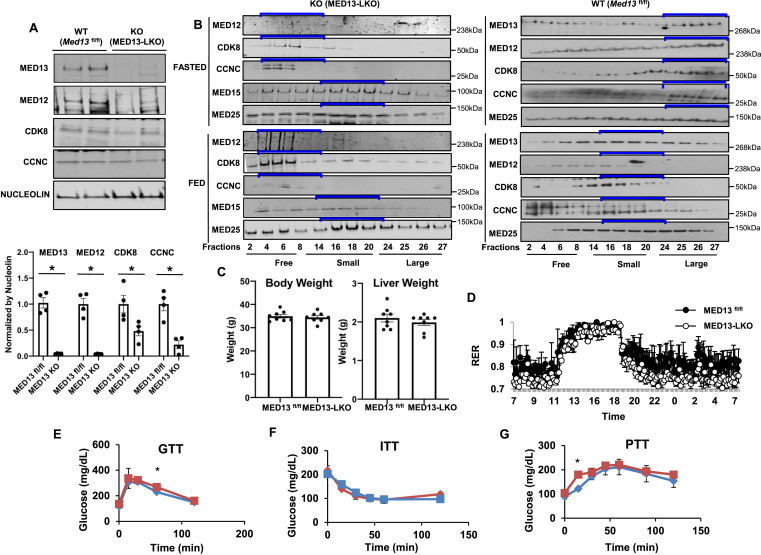
**Glucose metabolic phenotype of the MED13-LKO mice.** Twelve-week-old male *Med13*^*fl/*fl^ and MED13-LKO mice were fed normal chow (LabDiet #5053) ad libitum as described in Methods (n = 8 per group). **A)** Representative Western blotting images of liver nuclear proteins (5 separate experiments performed) and relative densitometric analysis of the mediator complex kinase module subunits. **B)** Glycerol gradient column separation and shift of kinase module subunits to the size that correlates with different complexes shown on gels. Fractions 2–8 represent free subunits, 14–20 represent small complexes, and 24–27 represent large complexes according to the size standards. Five livers of MED13-LKO (left panel) or *Med13*^*fl/*fl^ (right panel) mice that were fasted or fed with normal chow and 30% sucrose containing water were pooled and the same amount of liver protein lysate was loaded onto each column as described in Methods. **C)** Body weight and liver weight were measured in 12-week-old *Med13*^*fl/*fl^ and MED13-LKO mice after 4-h normal chow ad libitum feeding. **D)** Respiratory exchange ratio (RER) over a 24-h period. **E)** Glucose tolerance test, **F)** insulin tolerance test, and **G)** pyruvate tolerance test for *Med13*^*fl/*fl^ (red) and MED13-LKO (blue) mice were performed as described in Methods (n = 8 per group). *P* values were determined by Student's *t-*test (*p* < 0.05). Values are the mean ± SEM.

To determine the assembly state of the Mediator complex, we utilized glycerol gradient fractionation to separate different complexes based on the molecular size differences, the small Mediator complex (∼600 kDa) from the large Mediator complex (∼1.2 MDa). As we previously reported [27], in the fasted state, Mediator subunits in nuclear extracts of livers from control, in this case *Med13*^*fl*/fl^, mice migrated on glycerol gradients as a high molecular weight structure in the ∼1 MDa range (Figure 1B, right panel). However, a significant fraction of liver Mediator subunits migrated to the ∼600 kDa range following 4 h of feeding due to the dissociation of the kinase module. As expected, liver nuclear extracts of fasted MED13-LKO had a very low level of MED12 but the migration of CDK8 and CCNC to low molecular weight proteins range was indicative of their dissociation from MED12 (Figure 1B, left panel) and this was confirmed by co-immunoprecipitation in our previous study [27]. Despite the dissociation and loss of the kinase module subunits, the small/core Mediator complex remained intact as observed by MED15 and MED25 enrichment in the ∼600 kDa range. Moreover, MED13 knockout did not cause additional changes in the Mediator subunit assembly state following 4 h of feeding.

To determine whether liver MED13 deficiency and loss of the Mediator kinase module affected whole body metabolic homeostasis, we compared the changes in body weight, liver weight, respiratory exchange ratio (RER), glucose tolerance (GTT), insulin tolerance (ITT), and pyruvate tolerance (PTT) between the control *Med13*^*fl*/fl^ and MED13-LKO mice (Figure 1C–G). In all of these metabolic assessments, there were no apparent differences between the *Med13*^*fl*/fl^ and MED13-LKO mice.

### 3.2 Liver-specific knockout of MED13 significantly reduced inducible gene expression

To explore the kinase module's role in regulating metabolic gene expression, we assessed the feeding induction of lipogenic gene expression using qRT-PCR (Figure 2). *Fasn*, *Chrebp*-*β*, and *Srebf1c* mRNA were induced in the control *Med13*^fl/fl^ mice livers following 4 h of feeding with mouse chow only (Figure 2A). Supplementation of drinking water during the 4 h feeding period with sucrose or fructose further enhanced lipogenic gene expression. In contrast, the feeding induction of these genes with supplementation of sucrose and fructose was significantly suppressed in the MED13-LKO mice livers. In contrast to lipogenic genes that were induced in the fed state, the canonical fasting-induced gluconeogenic genes (*Pck1* and *G6pc*) were elevated in the fasted state and suppressed following feeding with chow and when supplemented with sucrose in the control *Med13*^*fl*/fl^ mice livers (Figure 2B). However, feeding with fructose suppressed *Pck1* mRNA but not *G6pc*, which remained elevated (Figure 2B). The MED13-LKO livers suppressed *G6pc* mRNA even in the presence of fructose.

**Figure 2:**
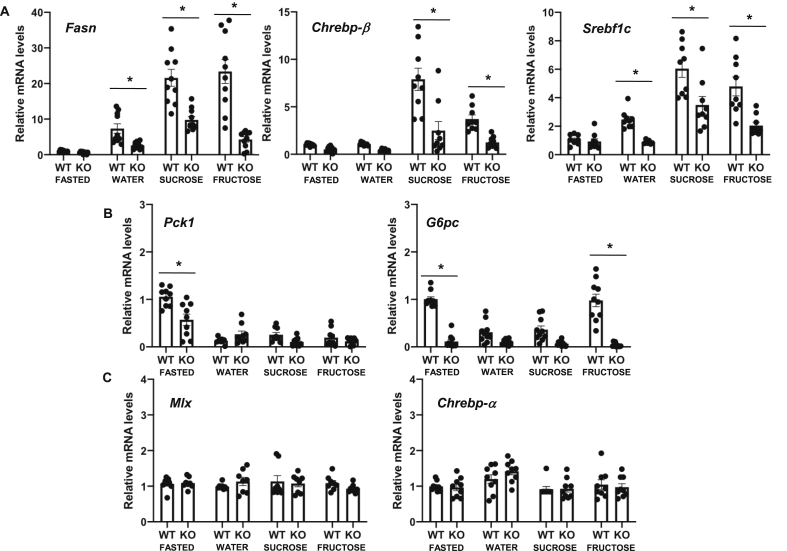
**Inducible gene expression was suppressed in MED13-LKO mice under different carbohydrate-containing feedings**. FASTED for 16 h fasted with water, WATER for normal chow supplemented with water, SUCROSE for normal chow supplemented with 30% sucrose containing water, and FRUCTOSE for normal chow supplemented with 30% fructose containing water. **A, B, and C)** Real-time quantitative RT-PCR (qRT-PCR) of lipogenic genes (*Fasn*, *Chrebp*-*β*, and *Srebf1c*), gluconeogenic genes (*G6pc* and *Pck1*), and constitutively active and unaffected by nutrient signal genes (*Mlx* and *Chrebp-α*) performed in livers of the *Med13*^*fl/*fl^ (WT) or MED13-LKO (KO) mice (n = 9 per group, 3 separate experiments were conducted). *P* values were determined by Student's *t-*test (*p* < 0.05). Values are the mean ± SEM.

To determine whether MED13 deficiency affected non-nutrient regulated genes in the liver, *Mlx* and *Chrebp-α* mRNA expression levels were measured in the *Med13*^fl/fl^ and MED13-LKO mice under these dietary conditions from the same mice (Figure 2C). There was no significant difference in the expression of these genes. Similarly, other constitutively expressed liver genes such as *Lxr-α* and *Usf1* were unaffected by MED13 deficiency (Fig. S1). In addition, genes that regulate glycogen synthesis or breakdown, *Gbe*, *Phkb*, and *Gs*, showed no significant changes with changes in nutritional states or MED13 deficiency (Fig. S1). 

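For the RNA-seq experiment of Fig. S2, liver RNA was sequenced from control *Med13* fl/fl mice and from MED13-LKO mice, in which *Alb*-Cre recombines the floxed *Med13* gene in hepatocytes. The mice were fasted overnight, or were fed normal chow with sucrose or fructose in the drinking water. Each of the 6 groups held 2 mice, which gave 12 libraries, 6 from each genotype. The authors trimmed the reads with Trim Galore and estimated counts per transcript with Kallisto, which assigns reads to transcripts by their short subsequences without aligning them. They used DESeq2 for differential expression and deposited normalized counts for 16346 genes, listed by Ensembl identifier. The normalized counts summed to between 21060000 and 24150000 per control library, with a median of 22230000, and to between 17310000 and 18740000 per MED13-LKO library, with a median of 17800000. These sums are not read totals, since the authors' normalization is already in them. In genes with a single annotated transcript, 87.5% to 99% of the values under 20 were whole multiples of a step that differed between libraries, as counts divided by a size factor would be. That step placed the reads counted on genes between 18770000 and 21410000 per control library and between 16080000 and 24240000 per MED13-LKO library, with medians of 20390000 and 19060000. The paper's methods state a larger number of fragments generated per library, and the values here rest on the reads counted on genes. Over all genes 53.9% to 58.9% of the low values were whole multiples, so the estimated counts themselves were not recovered, and no count-based test was run. The 100 genes with the highest values held 49.3% to 53.5% of the normalized counts in control libraries and 44.6% to 46.4% in MED13-LKO libraries. Differential expression was tested with limma on log2(normalized count + 1), over the 12366 genes with a mean normalized count of at least 10, with all 12 libraries in one fit and Benjamini-Hochberg adjustment. The spread between mice was thus estimated jointly over the 6 groups. Log2 fold changes are on this scale, which understates the changes of genes with low values. Simulated values for the same genes, with 200 of them changed in one group, were run through the same fit. It called 49% of the genes changed by 1 on the log2 scale and 90% of those changed by 2, and 5.44% of its calls were false. The simulation took the spread of each gene as the same in all 6 groups, as the fit does. These rates therefore do not show how the fit performs where groups differ in spread.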

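*Med13*, which lies on chromosome 11 of GRCm38 from 86267033 to 86357602, was not lower in the libraries labelled MED13-LKO. Its normalized counts in the control mice were 674 and 796 when fasted, 578 and 673 with sucrose, and 607 and 778 with fructose. In the libraries labelled MED13-LKO they were 808 and 899, 646 and 717, and 681 and 1055 in the same order of diets. Averaged over the diets, the log2 fold change was 0.22 (standard error 0.115, adjusted p = 0.201 from limma with Benjamini-Hochberg adjustment), and with the replicate number as a block the adjusted p was 0.0585. Each value was above that of the control mouse with the same diet and number, so no decrease of the gene's RNA was seen. The deposited values are per gene and do not show whether particular exons were lost. *Med12*, *Cdk8* and *Ccnc* were not called in any diet either, and their adjusted p-values averaged over diets were 0.3, 0.753 and 0.173.

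**Figure D1:**
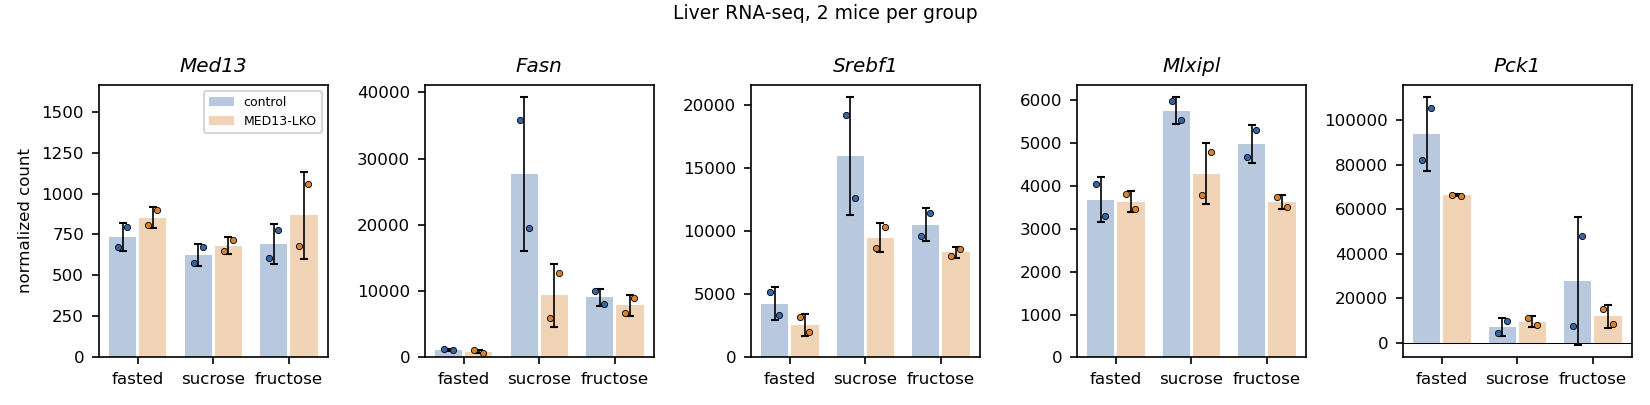
Normalized counts of *Med13*, *Fasn*, *Srebf1*, *Mlxipl* and *Pck1* in the liver by diet, for control mice (blue) and libraries labelled MED13-LKO (orange). Points are single mice, bars the mean and error bars the SD of 2 mice. *Fasn* with sucrose reached 27674 on average in control mice and 9352 in libraries labelled MED13-LKO.

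*Fasn* encodes fatty acid synthase and lies on chromosome 11 from 120805846 to 120824547. Its normalized count was 1188 ± 145 (SD, n = 2) in fasted control mice, 27674 ± 11545 (SD, n = 2) with sucrose and 9046 ± 1322 (SD, n = 2) with fructose. The log2 fold changes from the fasted state were 4.48 (adjusted p = 0.000313 from limma) and 2.93 (adjusted p = 0.00305 from limma). With sucrose, *Fasn* in the libraries labelled MED13-LKO was 9352 ± 4765 (SD, n = 2), a log2 fold change from control of -1.60 (standard error 0.367, adjusted p = 0.0323 from limma). This call was lost when only the 4 libraries compared were fitted (adjusted p = 0.087 from limma). With each of these libraries left out in turn, the change ran from -2.14 to -1.06. With fructose, *Fasn* was 7888 ± 1584 (SD, n = 2), and its log2 fold change from control of -0.20 was not distinguishable from 0 (adjusted p = 0.793 from limma). *Srebf1*, whose Srebf1c isoform the paper measured, rose in control mice by 1.91 on the log2 scale with sucrose and by 1.33 with fructose (adjusted p = 0.00274 and 0.0216 from limma). The call with fructose was lost when only the compared groups were fitted (adjusted p = 0.119 from limma). *Srebf1* was lower in the libraries labelled MED13-LKO by -0.72 with sucrose and -0.33 with fructose, neither of which was called (adjusted p = 0.153 and 0.503 from limma). In the fasted state it was lower by -0.73, also not called. Its rise in the libraries labelled MED13-LKO was 1.92 with sucrose and 1.73 with fructose, no smaller than in control mice. *Mlxipl* encodes ChREBP, and its alpha and beta isoforms share one value in the table. Its log2 fold changes between genotypes were -0.43 with sucrose and -0.46 with fructose (adjusted p = 0.0888 and 0.0641 from limma). Averaged over the diets, *Fasn*, *Srebf1* and *Mlxipl* were each called lower, with log2 fold changes of -0.76, -0.60 and -0.30. *Pck1* fell from the fasted state by 3.84 on the log2 scale with sucrose in control mice (adjusted p = 0.0105 from limma). With fructose its values in the 2 control mice were 7416 and 48079, and no difference between genotypes was called (adjusted p = 0.58 from limma). The genes that the paper calls constitutive, *Mlx*, *Nr1h3* (Lxr-α) and *Usf1*, and the glycogen genes *Gbe1*, *Phkb* and *Gys2* that it measured beside them, differed between genotypes by log2 fold changes from -0.30 to 0.28 across the 3 diets, and none was called. *Mlx* was called for feeding, with a log2 fold change of 0.53 between sucrose-fed and fasted control mice (adjusted p = 0.0227 from limma). *Foxo1*, which the paper also calls constitutive, fell in control mice by 1.22 on the log2 scale with sucrose (adjusted p = 0.00996 from limma) and by 1.22 with fructose (adjusted p = 0.0148 from limma). *Usf1* and *Mlx* share 23.5% and 17.1% of their 31-base subsequences with other genes, so their estimated counts are less certain. *Ppib*, to which the paper normalized its qRT-PCR values, was lower in the libraries labelled MED13-LKO by -0.62 in the fasted state and -0.64 with sucrose (adjusted p = 0.0223 and 0.0237 from limma). With fructose it was not called, at 4532 and 3746 in control mice and 2785 and 3726 in libraries labelled MED13-LKO. *Ppib* shares 37% of its 31-base subsequences with other genes.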

The relative effect of MED13 deficiency on nutrient-regulated liver genes but not constitutive gene expression was confirmed by genome-wide RNA-seq analyses for the sucrose- and fructose-fed mice (Fig. S2). 

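Whether a feeding response differs between genotypes was tested as the interaction of genotype and diet. The response to sucrose differed for 18 genes, 14 of them with a higher and 4 with a lower log2 fold change in the libraries labelled MED13-LKO, and the response to fructose for 3 genes. Without adjustment, 1055 and 1170 genes had p-values under 0.05. In the simulated data, the interaction was called for 35% of the genes changed by 1 and 77% of those changed by 2 on the log2 scale, so smaller differences in response were mostly not detectable with 2 mice per group. The number for sucrose fell to 7 with the replicate number as a block and to 8 with only the compared groups fitted, and the number for fructose ran from 0 with a pseudocount of 10 to 7 with no filter on low values. In control mice, 373 genes responded to sucrose and 223 to fructose with an absolute log2 fold change above 1 and an adjusted p-value under 0.05 in limma, and 8481 genes changed by less than 0.5 with neither sugar called. Under sucrose, 15% of the responding genes (56 genes, 95% Wilson interval 11.7% to 19%) and 5.46% of the unresponsive genes (463 genes) were called between genotypes. Under fructose, the shares were 14.8% (33 genes, 95% Wilson interval 10.7% to 20.1%) and 6.91% (586 genes). The intervals treat genes as independent, which they are not. Because the same control libraries enter both comparisons, the responding genes were also defined by the other sugar. The difference between the shares then fell from 9.55 to 4.85 percentage points under sucrose and from 7.89 to 6.50 points under fructose. By number, 463 and 586 of the genes called between genotypes were unresponsive to feeding by these thresholds. Unresponsive genes were far more numerous (8481, against 373 and 223 responding), and smaller shares of them were called. From its qRT-PCR and RNA-seq data together, the paper concludes that the kinase module mainly controls genes that nutrients induce and is not needed for basal expression.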

Based on these data, we conclude that the kinase module primarily regulates inducible gene expression but is not essential for basal gene expression in the liver. Moreover, MED13 deficiency suppressed *G6pc* gene expression even in the fasting and fructose-fed conditions where G6pc expression levels should be highly induced.

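In the RNA-seq libraries of Fig. S2, *G6pc* was measured in the fasted and fructose-fed states of both genotypes. The gene encodes the catalytic subunit of glucose-6-phosphatase, lies on chromosome 11 of GRCm38 from 101367561 to 101377903, has 1 annotated transcript and shares none of its 31-base subsequences with another gene. In the fasted state its normalized count was 9144 ± 1809 (SD, n = 2) in control mice and 7655 ± 2501 (SD, n = 2) in libraries labelled MED13-LKO. The log2 fold change of -0.28 (standard error 0.285) was within the spread between mice (adjusted p = 0.581 from limma with Benjamini-Hochberg adjustment). With fructose, *G6pc* was 5347 ± 2379 (SD, n = 2) in control mice and 8923 ± 557 (SD, n = 2) in libraries labelled MED13-LKO. The log2 fold change of 0.81 was in the direction of higher expression in libraries labelled MED13-LKO and was not called (adjusted p = 0.119 from limma). With each of the 4 fructose libraries left out in turn, this difference with fructose stayed between 0.34 and 1.28, and in the fasted state the same range ran from -0.62 to 0.06. With sucrose, the values were 3127 ± 71 (SD, n = 2) and 6196 ± 426 (SD, n = 2), a log2 fold change of 0.98 (adjusted p = 0.0748 from limma), which was called with only the compared groups fitted (adjusted p = 0.00412 from limma) and with the replicate number as a block (adjusted p = 0.0265 from limma). Averaged over the 3 diets, *G6pc* was called higher in libraries labelled MED13-LKO, with a log2 fold change of 0.51 (adjusted p = 0.0477 from limma), a call that was lost with no filter on low values (adjusted p = 0.0526 from limma). In control mice *G6pc* fell from the fasted state by 1.53 on the log2 scale with sucrose (adjusted p = 0.0107 from limma). The fall by 0.83 with fructose was not called (adjusted p = 0.119 from limma), nor was the log2 fold change of 0.70 between fructose and sucrose (adjusted p = 0.527 from limma). Mice with the same replicate number deviated from their group means with a correlation of -0.142 across genes between the 2 fructose groups. With the replicate number as a block, the difference between genotypes with fructose had an adjusted p of 0.0441 from limma, and with the numbers of 1 group crossed 0.059. The paired log2 differences were 1.22 and 0.41 as numbered and 1.35 and 0.28 when crossed.

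**Figure D2:**
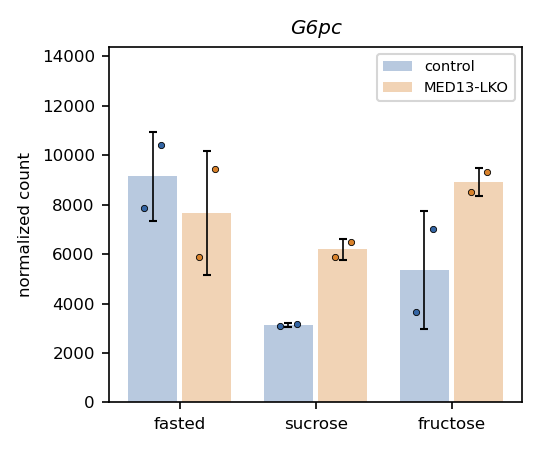
Normalized counts of *G6pc* in the liver by diet, for control mice (blue) and libraries labelled MED13-LKO (orange). Points are single mice, bars the mean and error bars the SD of 2 mice. With sucrose both libraries labelled MED13-LKO, at 5895 and 6498, lie above both control mice, at 3077 and 3178.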

### 3.3 Fructose suppressed liver glycogen accumulation in the fed state

The hepatic production and release of glucose is a complex process that includes *de novo* formation of glucose by gluconeogenesis and breakdown of glycogen through glycogenolysis [41,42]. Previous studies also indicated that chronic fructose feeding results in elevated gluconeogenesis due to increased expression of *G6pc*, which encodes the catalytic subunit of G6PC (or G6Pase) [43,44]. Because G6Pase converts glucose 6-phosphate to glucose in the last step for both gluconeogenesis and glycogenolysis, we assessed the effect of acute fructose and MED13 deficiency on glycogen repletion. As expected, in the fasted state in the control *Med13*^fl/fl^ and MED13-LKO mice, the glycogen levels were relatively low as assessed by H&E staining, periodic acid Schiff (PAS) labeling, and quantification of liver glycogen (Figure 3A–C). When the mice were fed with sucrose supplementation, there was a marked increase in liver glycogen content that was not significantly different between the control *Med13*^fl/fl^ and MED13-LKO mice. However, supplementation with fructose in the drinking water resulted in a reduction in glycogen accumulation compared to sucrose supplementation in the control *Med13*^fl/fl^ mice but that was not observed in the MED13-LKO mice livers. The reduction in the glycogen levels with fructose supplementation in the control *Med13*^fl/fl^ mice was not a result of altered insulin secretion as there was no statistically significant difference in insulin levels (Figure 3D), although there was a trend of lower insulin levels in the fructose-supplemented mice during early periods of the post-prandial time course (Fig. S3A). The post-prandial rise in glucose also trended to be lower in the fructose-supplemented mice but this was not statistically significant (Fig. S3B).

**Figure 3:**
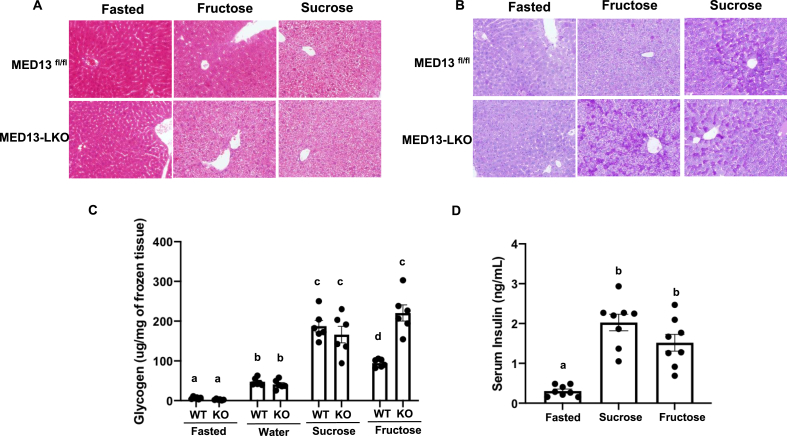
**Glycogen accumulation was observed in MED13-LKO liver under fructose feeding**. **A)** Representative H&E stained liver sections of *Med13*^*fl/*fl^ and MED13-LKO after overnight fasting followed by chow feeding supplemented with 30% fructose containing water for 4 h. **B)** Representative periodic acid Schiff (PAS)-stained liver sections of the *Med3*^*fl/*fl^ and MED13-LKO mice. **C)** Hepatic glycogen measurement from the *Med13*^*fl/*fl^ and MED13-LKO mice under fasted or ad libitum fed supplemented with either water or water with 30% fructose or 30% sucrose conditions. **D)** Serum insulin levels of WT mice after feeding (n = 8 per group). Statistical significance was determined by one-way ANOVA followed by the Turkey-Kramer multiple comparisons test. Bars with the same letter are not significantly different.

### 3.4 Overexpression of G6PC restored fructose-caused reduction of glycogen accumulation in MED13-LKO mice

If the inability of fructose to suppress *G6pc* gene expression is the causative pathway preventing glycogen accumulation in the fed state, then constitutive *G6pc* expression should reverse the ability of the MED13-LKO to restore glycogen. To this end, we infected the control *Med13*^*fl*/fl^ and MED13-LKO mice with adeno-associated viruses (AAV) (AAV*-Tbg-GFP* or AAV*-Tbg-G6pc*) to overexpress G6Pase specifically in hepatocytes under the control of the *Tbg* promoter, which is not regulated by nutrients. As shown in Figure 2, the *G6pc* mRNA level was elevated in the fasted state and suppressed when the control *Med13*^*fl*/fl^ mice were fed with sucrose supplementation (Figure 4A). However, *G6pc* mRNA failed to decrease in the fructose-fed control mice whereas *G6pc* was suppressed in both the fasted and fructose-fed states in the MED13-LKO mice livers. In contrast, *G6pc* mRNA remained elevated approximately 2-fold over the fasted state in both the control *Med13*^fl/fl^ and MED13-LKO mice following *G6pc* overexpression with fructose supplementation.

**Figure 4:**
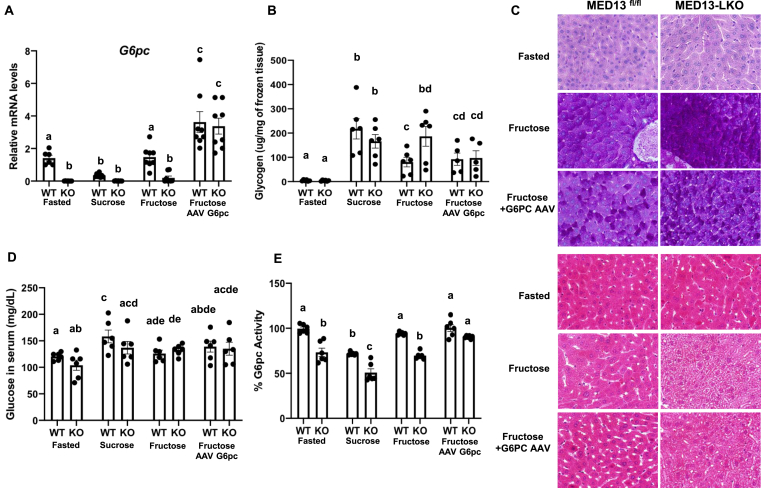
**Overexpression of *G6pc* decreased glycogen accumulation in MED13-LKO. A)***G6pc* gene expression in both *Med13*^fl/fl^ and MED13-LKO mice liver was measured by qRT-PCR 10 days after AAV-*Tbg-GFP* or AAV-*Tbg-G6pc* injections. **B)** Hepatic glycogen measurement, **C)** H & E staining and PAS staining in liver sections and hepatic glycogen levels, **D)** changes in serum glucose levels, and **E)** % changes in G6pc activity (n = 6) were measured as described in Methods (n = 8 per group). Identical letters indicate values that are not statistically different from each other (*p* > 0.05). One-way ANOVA followed by the Turkey-Kramer multiple comparisons test.

Glycogen content increased in the sucrose-supplemented control *Med13*^*fl*/fl^ mice and was suppressed in the fructose-supplemented mice whereas the MED13-LKO mice were able to accumulate glycogen following fructose supplementation (Figure 4B and C). In contrast, the fructose suppression of liver glycogen accumulation was not significantly different between the control *Med13*^*fl*/fl^ and MED13-LKO mice when *G6pc* was overexpressed. As a control, serum glucose levels were measured that increased in the post-prandial states but were not significantly different in the *Med13*^*fl*/fl^ and MED13-LKO mice whether fed with sucrose or fructose supplementation or by overexpression of *G6pc* (Figure 4D). G6Pase enzymatic activities were measured and the levels were in agreement with the *G6pc* mRNA levels (Figure 4E). These data demonstrate that constitutive overexpression of G6PC is sufficient to prevent liver glycogen restoration in the fed state.

### 3.5 MED13 deficiency did not inhibit proximal insulin signaling

The Mediator complex kinase module subunits (MED13, MED12, CDK8, and CCNC) undergo degradation in the fed state [27,33]. Consistent with these findings, Western blotting analyses of the kinase module subunits displayed a reduction in these proteins in the control *Med13*^fl/fl^ mice following feeding with chow plus sucrose compared to fasted mice livers (Figure 5A). In contrast, when the mice were fed with fructose-supplemented water, there was no significant decrease in the kinase module subunit proteins. The transcription factor ChREBP is known to undergo nuclear translocation from the cytoplasm in the fed state [19], and we observed a similar extent of ChREBP nuclear translocation in both the sucrose and fructose-supplemented fed mice. Moreover, MED13 deficiency had no significant effect on ChREBP nuclear translocation (Figure 5A), with no apparent change in the total levels of ChREBP protein (Figure 5B). Our previous studies suggested that kinase module protein reduction depends on activation of the mTORC1 pathway [27,33]. There was no significant difference in S6, AKT, or glycogen synthase (GS) phosphorylation states in the control *Med13*^fl/fl^ mice induced by either sucrose or fructose-supplemented feeding (Figure 5B). Consistent with previous reports [63,65], feeding resulted in a transient increase in FOXO1 phosphorylation but with a slower and more sustained decrease in GS phosphorylation (Figs. S5A–C). However, there was no significant difference between the effect of sucrose or fructose supplementation, consistent with the similar levels of insulin secretion (Figure 3 and Fig. S3).

**Figure 5:**
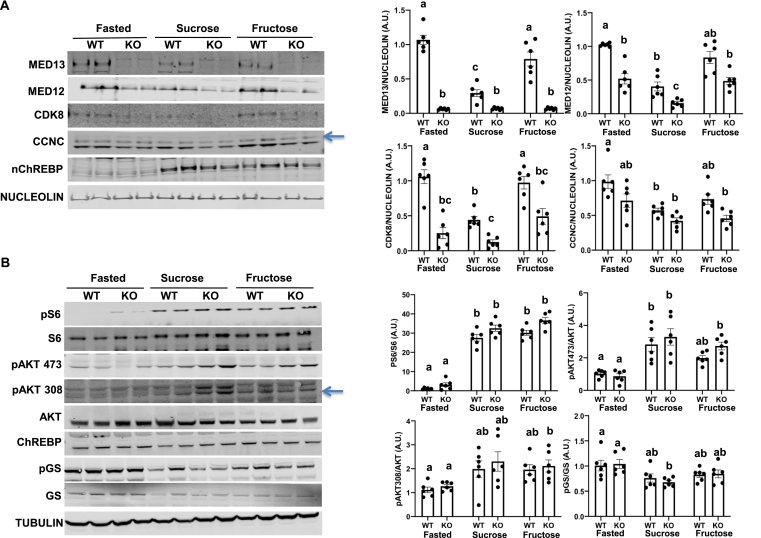
**Fructose supplementation reduced insulin signaling and suppressed the downregulation of the Mediator kinase module. A)** Western blotting and relative densitometric analysis of hepatic nuclear MED13, MED12, CDK8, CCNC, nuclear ChREBP, and nucleolin loading control. **B)** Western blotting and relative densitometric of total liver including nuclear and cytosolic fractions (n = 6 per group, representative duplicate from 3 separate experiments shown on gels). *P* values were determined by Student's *t-*test (*p* < 0.05). Values are the mean ± SEM. Identical letters indicate values that are not statistically different from each other (*p* > 0.05). Multiple sample comparisons were determined by one-way ANOVA followed by the Turkey-Kramer multiple comparisons test.

### *3.6* MED13 deficiency altered ChREBP binding to the *G6pc* promoter

In the fasted state, *G6pc* expression is transactivated by FOXO1, and in the fed state, FOXO1 is inactivated by acetylation and nuclear-exported due to AKT-dependent phosphorylation [45]. The *G6pc* gene also contains a ChREBP-responsive cis-DNA element and fructose is a potent activator of ChREBP, which has been reported to be the basis for the elevated activation of *G6pc* expression by fructose [7]. To examine the basis for MED13 regulation of *G6pc*, we first performed chromatin immuno-precipitation coupled with quantitative PCR (ChIP-qPCR) to determine FOXO1 and ChREBP binding on the *G6pc* gene promoter (Figure 6A and B). In the fasted state, there was a relatively low level of ChREBP binding to *G6pc*, which was not different between the control *Med13*^fl/fl^ and MED13-LKO mice livers (Figure 6A). Surprisingly, in the control livers, ChREBP binding increased following feeding with sucrose supplementation, although *G6pc* gene expression was substantially suppressed. Similarly, the control mice fed with fructose supplementation also displayed increased ChREBP binding, but more importantly, fructose supplementation did not induce ChREBP binding to the *G6pc* promoter in the MED13-LKO mice, suggesting that the interaction of ChREBP with the *G6pc* gene promoter is MED13-dependent. In contrast, the binding of FOXO1 to the *G6pc* gene in the fasted state was not disrupted in the MED13-LKO mice (Figure 6B). Moreover, under sucrose supplementation, FOXO1 binding to the *G6pc* gene promoter was downregulated in both the *Med13*^fl/fl^ and MED13-LKO mice.

**Figure 6:**
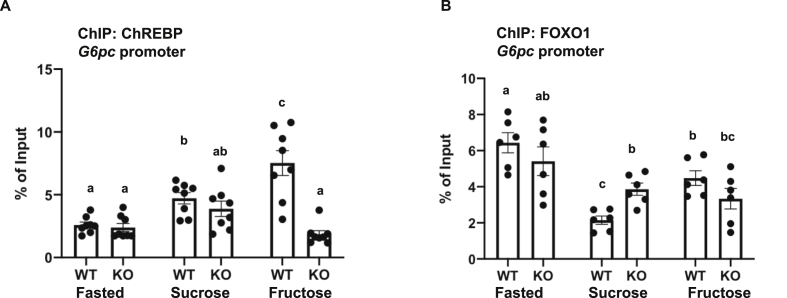
**Binding of ChREBP and FOXO1 transfactors on *G6pc* promoter in MED13-LKO mice.** ChIP-qPCR was performed to analyze the enrichment for transfactors in the *G6pc* promoter region. **A)** ChREBP-specific antibody was used to pull down sonicated liver chromatin of the *Med13*^fl/fl^ and *MED13-LKO* mice (n = 6). Precipitated DNA enrichment is shown as a percentage of input DNA, with average Ct values of 31.2 (Fasted WT), 29.65 (Fasted KO), 30.38 (Sucrose WT), 29.3 (Sucrose KO), and 30.0 (Fructose WT). **B)** FOXO1-specific antibody was used to pull down sonicated liver chromatin of the *Med13*^fl/fl^ and *MED13-LKO* mice (n = 6). Precipitated DNA enrichment is shown as a percentage of input DNA, with average Ct values of 32.4 (Fasted WT), 31.5 (Fasted KO), 33.8 (Sucrose WT), 31.9 (Sucrose KO), 34.1 (Fructose WT), and 31.8 (Fructose KO). Non-specific IgG was used as a control, which displayed Ct values > 38 or were undetectable. A promoter set of the non-specific upstream region was also used as a control, which showed Ct value > 38 or was undetectable. *P* values were determined by one-way ANOVA followed by the Turkey-Kramer multiple comparisons test. Error bars indicate the mean ± SEM. Bars with different letters are significantly different from each other (*p* < 0.05).

To confirm that the Mediator complex remains able to bind to the *G6pc* promoter in either the presence or absence of MED13, we also performed ChIP-qPCR using a well-tested antibody against the core Mediator subunit MED1 in the control and MED13-LKO mice. As shown in Fig. S4A, MED13 deficiency had no effect on MED1 occupancy on the *G6pc* promoter. MED1 occupancy was somewhat reduced in the fed state with sucrose but not in the fed state with fructose, indicating that Mediator binding was not the primary reason for the nutrient regulation of *G6pc* gene expression. As an additional control, we also assessed ChREBP binding to the *Fasn* promoter (Fig. S4B). As expected, ChREBP occupancy increased in the sucrose- and fructose-fed state in the control mice that was reduced in the MED13-LKO mice livers.

Although DNA binding of regulatory factors is an important component of gene expression, this does not directly address functional transcriptional activity. Therefore, we next isolated primary hepatocytes from the control and MED13-LKO mice and co-transfected them with expression plasmids for ChREBP-β and a synthetic ChoRE-luciferase reporter, which only contains three copies of ChoRE (Figure 7A). As shown in the left bars, both the basal and ChREBP-β-induced ChoRE promoter activity of the ChREBP reporter was significantly suppressed by MED13 deficiency. To eliminate any potential development effects in the MED13-LKO hepatocytes, we also isolated primary hepatocytes from the *Med13*^*fl*/fl^ mice, which were then infected with adenovirus expressing GFP (Ad-GFP) or Cre (Ad-Cre) with the expression plasmids for ChREBP-β and the ChoRE-luciferase reporter (Figure 7A, right bars). We again observed a significant suppression of basal and ChREBP-β-stimulated transcriptional activity in the acute MED13 knockout hepatocytes. Similarly, examination of the FOXO1 transcriptional activity using the proximal *G6pc* promoter also demonstrated a reduced ability of FOXO1 to transactivate *G6pc* reporter in the MED13 knockout hepatocytes (Figure 7B). In this case, there was no significant change in basal reporter activity only on the FOXO1-induced transcriptional activation.

**Figure 7:**
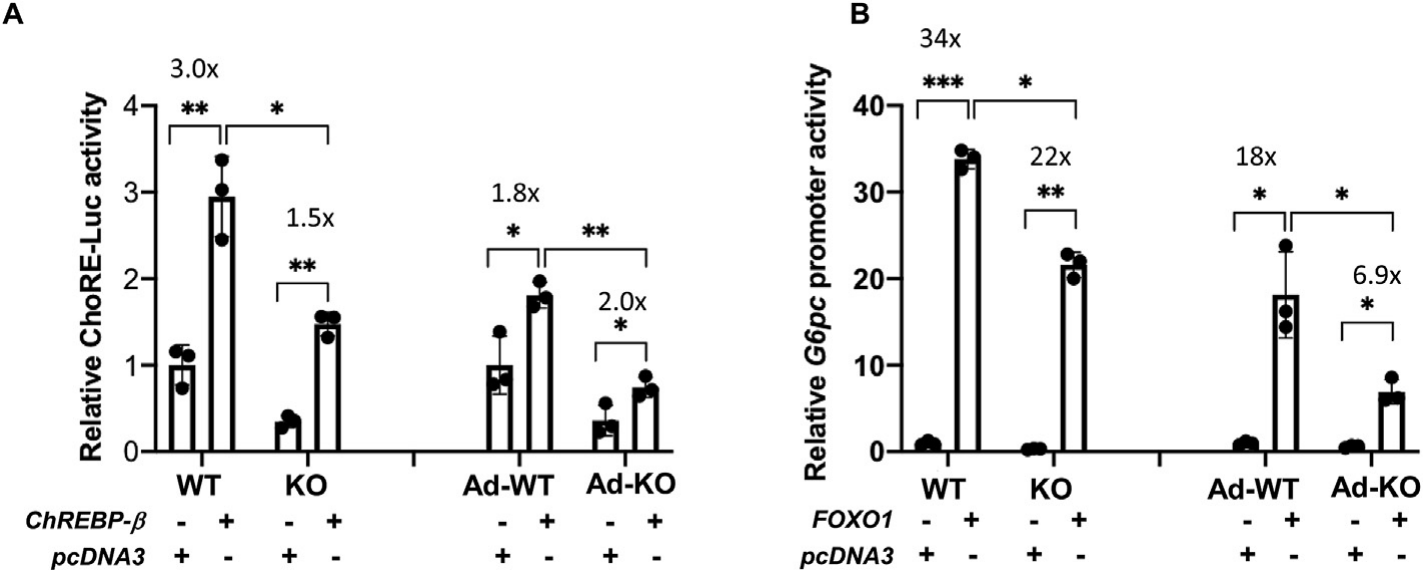
**Luciferase reporter assay of ChREBP and FOXO1 transfactors in MED13-LKO mice.** Isolated primary hepatocytes from adenovirus (Ad)-GFP (Ad-WT) or Ad-Cre (Ad-KO) transduced *Med13*^fl/f^^l^ (WT) or *Med13*^fl/fl^*Alb*-Cre (KO) mice were used. **A)** Luciferase reporter assays for the effects of ChREBP-β on ChoRE activity in either *Med13*^fl/fl^ (WT and Ad-WT) or *Med13-LKO* (KO and Ad-KO) as indicated. **B)** Luciferase reporter assays for the effects of FOXO1 on *G6pc* promoter activity in indicated cells, either from *Med13*^fl/fl^ (WT and Ad-WT) or *Med13-LKO* (KO and Ad-KO). *P* values were determined by Student's *t-*test (*p* < 0.05). ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, and n = 3. The values above each of the error bars indicate the fold stimulation.

To further examine whether the fructose regulation of *G6pc* expression was cell autonomous and independent of systemic metabolic signaling, we isolated primary hepatocytes from the control and MED13-LKO mice (Fig. S6A). Fructose treatment alone increased the expression of *G6pc*, *Fasn*, and *Chrebp-β* mRNA in the control cells compared to primary hepatocytes maintained under regular tissue culture conditions (Figs. S6B–D). Importantly and consistent with the effect of fructose supplementation *in* *vivo* (Figure 2), in the MED13-deficient hepatocytes, both the basal and fructose-stimulated increase in *G6pc*, *Fasn* and, *Chrebp-β* mRNA was markedly suppressed. In contrast, constitutively expressed genes *Mlx*, *Foxo1*, and *Usf1* that are not nutrient-regulated *invivo* were neither affected by fructose treatment nor suppressed in the MED13 knockout hepatocytes (Figs. S6E–G). Together, these data support the hypothesis that the kinase module of the Mediator complex plays an important regulator role in controlling transcription factor DNA occupancy and transcriptional activity in liver hepatocytes that are i) transfactor-specific, ii) nutrient-specific, and iii) target gene-specific.

## 4 Discussion

The integration of gene transcription is coordinated by multiple regulator factors of which the Mediator plays an essential role [46,47]. In particular, elements of the Mediator kinase module have been observed to play various roles in a tissue/cell-type context-dependent manner. For example, CDK8 was found to function both as a proto-oncogene and tumor suppressor [[48], [49], [50]]. In *Drosophila* and mice, CDK8 was also observed to regulate nuclear SREBP-1c degradation and independently CCNC was reported to regulate mitochondrial fission [51,52]. Deletion of MED13 in mouse cardiomyocytes enhanced obesity in response to a high-fat diet and exacerbated metabolic syndrome due to the inhibition of a cardiomyocyte secretory factor [53]. In contrast, MED13 deficiency in skeletal muscle increased insulin sensitivity and protected mice against high-fat diet-induced hepatic steatosis [54].

In the liver we recently observed that the large Mediator complex predominantly exists in the fasted state but that a substantial proportion converts to the small/core Mediator complex in the fed state due to both dissociation and subsequent degradation of the kinase module subunits, MED13, MED12, CDK8, and CCNC [27,33]. Of the approximately 12,000 protein-encoding genes expressed in the liver, approximately 3000 undergo regulated changes between the fasted and fed states [55]. In particular, among the most dynamically modulated genes during the fasted/fed transitions are those regulating the gluconeogenic and lipogenic pathways. In this regard, several studies have demonstrated that dietary fructose has significant patho-metabolic properties and may be an important contributor to the development of fasting hyperglycemia, insulin resistance, obesity, and non-alcoholic fatty liver disease [56]. However, the mechanisms of fructose action and downstream physiologic responses are highly complex and poorly understood. For example, fructose has been reported to induce [57] and inhibit beta cell insulin secretion [[58], [59], [60]]. In this regard, we have observed a trend for fructose to reduce insulin secretion compared to sucrose but this was not statistically significant and in any case, insulin levels were within the post-prandial physiologic range with no deleterious effect on proximal insulin-signaling events.

As shown in Fig. S4, we observed no significant difference in the upregulation of blood glucose levels and serum insulin levels in the mice that were under the sucrose water or fructose water supplementation conditions in all of the post-prandial time points measured. Consistent with several recent studies [6,7,61], fructose feeding also prevented the post-prandial decline in *G6pc* expression. Under the combination of a high-fat and high-fructose diet, chronic feeding elevated *G6pc* levels through transactivation by ChREBP-β [6]. CHREBP-α is activated in the fed state, which in turn transactivates ChREBP-β that is an important transfactor regulating lipogenic gene expression [62]. Although the *G6pc* gene is typically suppressed in the fed state, its distal promoter contains a ChREBP-binding element and can be transactivated by ChREBP transcription factors [7]. Our data indicate that the acute effect of fructose to prevent the suppression of *G6pc* is responsible for the inhibition of glycogen accumulation during the fasted to fed transition.

It should be noted that two previous studies also examined the effect of post-prandial fructose on liver glycogen repletion. Conlee et al. [64] provided gastric-infused glucose and fructose to rats following fasting but only observed a small increase of glycogen repletion to approximately 20% of normal liver glycogen levels in both cases. Similarly, Sato et al. [63] also used intragastric-delivered fructose in fasted mice and observed glycogen restoration to relatively normal fed liver glycogen levels. However, in this study, fructose prevented the decline in *G6pc* mRNA that occurs following feeding but with a reduction in G6PC activity. Other than the different methodologies used in these previous studies, the basis for the differences with our findings remains to be determined.

Nevertheless, at the molecular level, our data indicate that ChREBP occupies the *G6pc* promoter in the fed state with both sucrose and fructose supplementation. However, *G6pc* gene expression remains elevated only when fructose is present in the diet. Previously using FOXO1 knockout mice, fructose feeding was reported to induce *G6pc* gene expression independent of FOXO1 [7]. Consistent with these data, in both sucrose- and fructose-supplemented feeding, FOXO1 binding to the *G6pc* promoter was similarly reduced. An important difference between sucrose- and fructose-supplemented feeding is the molecular state of the Mediator complex. Feeding with sucrose shifts the large Mediator complex present in the fasted state to that of the small/core Mediator complex. However, in the presence of fructose, the Mediator complex primarily remains as the large Mediator complex. Assuming that the large Mediator complex is the major driver for the induction of gluconeogenic gene expression whereas the small/core Mediator is the major driver for lipogenic gene expression, this would account for ChREBP's ability to drive *G6pc* gene expression in the presence of fructose. Moreover, this would also account for the effect of MED13 deficiency to suppress *G6pc* gene expression in the fasted, sucrose-, and fructose-fed states. As the Mediator continuously undergoes dynamic oligomeric state reorganization, it is likely that this reflects many of the gene and cell context effects of Mediator complex-dependent gene expression. Future studies are needed to identify the specific mechanisms responsible for this unusual form of transcription specificity in the liver.

## Significance statement

The Mediator is a multisubunit protein complex that links transcription factors to RNA polymerase II and undergoes dynamic state reorganization between the small or core Mediator complex (26 subunits) and the large Mediator complex that also contains the kinase module subunits (MED13, MED12, CDK8, and CCNC). In the liver, we found that deletion of the MED13 subunit resulted in the constitutive formation of the small Mediator and the downregulation of nutrient-inducible gene expression. Fructose suppression of glycogen synthesis occurred due to increased *G6pc* expression and MED13 deficiency reversed the detrimental effect of fructose by inhibiting *G6pc*. These data provide direct evidence for the kinase module as a regulator of inducible gene expression and preventing fructose-mediated metabolic dysregulation in the liver.

## Figures and Tables

**Fig. s1:**
**Gene expression of nutrient-unresponsive genes.** The *Med13*^fl/fl^ control mice (WT) and MED13-LKO (KO) mice were fasted for 16 h overnight and sacrificed (fasted) or fed with water or fed with normal chow with supplementation of 30% sucrose or fructose water (sucrose, fructose). Real-time quantitative RT-PCR (qRT-PCR) analysis of glycogen synthesis or breakdown pathway-regulating genes (*Gbe*, *Phkb*, and *Gs*) and nutrient-unresponsive genes (*Lxr-α* and *Usf1*) was performed in livers of the *Med13*^fl/fl^ or MED13-LKO mice (n = 4 per group for glycogen-related genes and n = 3 for nutrient-unresponsive genes). No statistically significant differences between samples were found.

**Fig. s2:**
**Heatmap of RNA-seq reporting changes in hepatic genes in the *Med13***^***fl*/fl**^**and MED13-LKO mice under fed states. A)** Absolute of log2foldchange in gene expression for the *Med13*^*fl*/fl^ and MED13-LKO mice under feeding with 30% sucrose or fructose water supplementation compared with fasted liver samples. Genes with |log2foldchange| > 1 and padj (adjusted p value) < 0.05 in the MED13^fl/fl^ mice were selected as rows of the heatmap, and the intensity of the red color represents the magnitude of fold changes in either the up or down direction. **B)** Log2foldchange in gene expression for the *Med13*^*fl*/fl^ and MED13-LKO mice under feeding with 30% sucrose or fructose water supplementation compared with fasted liver samples. Genes with |log2foldchange| > 1 and padj (adjusted *p* value) < 0.05 in the *Med13*^*fl*/fl^ mice were selected as rows of the heatmap, and the intensity of the red color represents the magnitude of fold changes in either the up or down direction. **C)** Feeding induced and reduced gene populations in the *Med13*^fl/fl^ (blue) and MED13-LKO (orange) mice with sucrose or fructose water supplementation. Genes with padj <0.05 were counted. **D)** Gene ontology analysis of both upregulated and downregulated genes in the MED13-LKO mice compared to the *Med13*^fl/fl^ mice under fructose water supplementation. Genes with |log2foldchange| > 1 and padj (adjusted *p* value) < 0.05 were used as an input list to the DAVID functional annotation tool, and all of the genes detected in the experiment were used as background. Bar graph shows log10(padj) and the numbers beside the bars show the number of input genes in the GO term.

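The heatmaps of Fig. S2A and S2B select genes by their response in control mice. Over the genes so selected, the log2 fold changes in libraries labelled MED13-LKO were regressed on those in control mice through the origin. The slope was 0.446 for sucrose and 0.52 for fructose. For sucrose, 317 of the genes (85%) had a smaller absolute log2 fold change in libraries labelled MED13-LKO, and 344 (92.2%) changed in the same direction in both genotypes. For fructose, the numbers were 175 (78.5%) and 202 (90.6%). When genes were instead selected in libraries labelled MED13-LKO by the same thresholds, 242 genes for sucrose and 228 for fructose, and the control response was regressed on theirs, the slopes were 0.52 and 0.549. Then 69% of the genes for sucrose and 84.2% for fructose had the smaller response in control mice. Slopes therefore lay below 1 whichever genotype the genes were selected in, and no test across genes was made, since genes are not independent replicates. Over genes that share under 10% of their 31-base subsequences with another gene, the slopes were 0.48 and 0.63 for sucrose and 0.574 and 0.574 for fructose, with genes selected in control mice and in libraries labelled MED13-LKO in turn. When genes were selected on 1 control replicate and the slope was taken against the other, it was 0.281 and 0.335 for sucrose and 0.243 and 0.243 for fructose. The pseudocount moved the main slope for sucrose from 0.304 with 0.1 to 0.600 with 10.

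**Figure D3:**
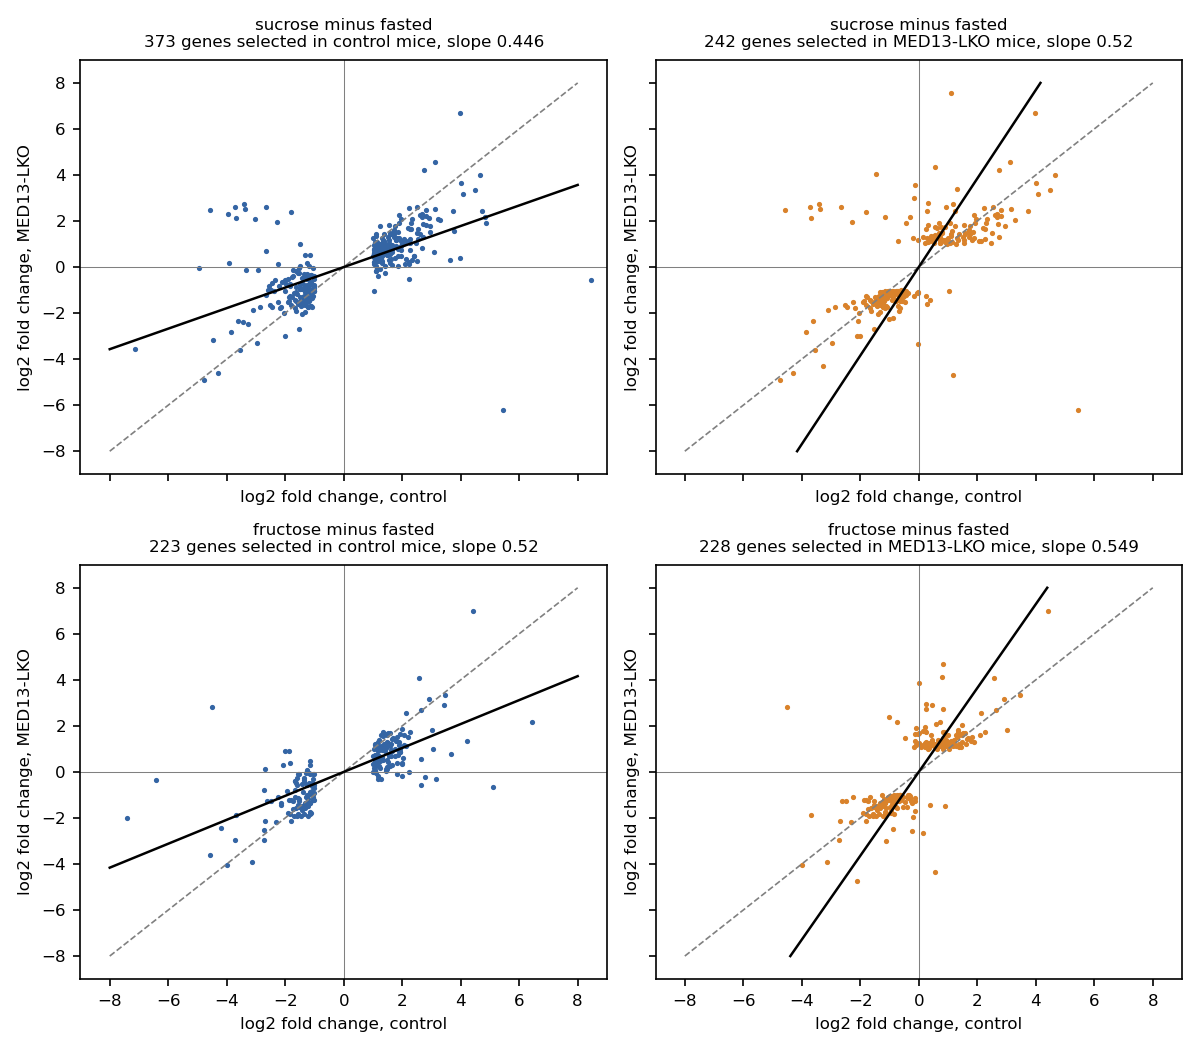
Log2 fold changes from the fasted state in control mice (horizontal axes) and libraries labelled MED13-LKO (vertical axes). Each point is a gene, selected by its response in control mice on the left (blue) and in libraries labelled MED13-LKO on the right (orange). The dashed line is an equal response, and the solid line has the slope given above each panel, of the other genotype's response on that of the genotype used for selection.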

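Counted as in Fig. S2C, by an adjusted p-value under 0.05 (here from limma with Benjamini-Hochberg adjustment), sucrose changed 1060 genes in control mice and 706 in libraries labelled MED13-LKO. Of these, 600 were induced and 460 reduced in control mice, and 276 were induced and 430 reduced in libraries labelled MED13-LKO. Fructose changed 692 genes in control mice, of which 345 were induced and 347 reduced, and 807 in libraries labelled MED13-LKO, of which 364 were induced and 443 reduced. The balance of directions in libraries labelled MED13-LKO depended on the scaling, and with equal 75th percentiles 50.7% of the genes called for sucrose and 54.9% of those called for fructose were induced, in place of 39.1% and 45.1%. Among the induced genes, 165 were called in both genotypes with sucrose and 120 with fructose, and among the reduced genes 202 and 162. Of the 435 genes called as induced by sucrose in control mice alone, 386 also rose in libraries labelled MED13-LKO. When only the 4 libraries compared were fitted, the number for fructose in control mice moved most, to 27 genes. Between fructose and sucrose, 5 genes were called in control mice and 5 in libraries labelled MED13-LKO, and 1061 and 951 genes had unadjusted p-values under 0.05. Of 10 lipogenic genes, 0 were called over all genes in either genotype. Over the list alone, 9 were called lower with fructose than with sucrose in control mice (9 unadjusted) and 1 in libraries labelled MED13-LKO (1 unadjusted), with log2 fold changes from -3.16 to -0.65 and from -0.96 to -0.13.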

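By the thresholds of Fig. S2D, an absolute log2 fold change above 1 and an adjusted p-value under 0.05 (here from limma), 362 genes differed between libraries labelled MED13-LKO and control mice with fructose. Of these, 224 were higher and 138 lower in libraries labelled MED13-LKO. The number was 350 in the fasted state and 286 with sucrose, and 172 of the 362 genes were also called in the fasted state. In all 3 diets 120 genes were called, 119 of them in the same direction. With the replicate number as a block the number with fructose was 342, and with the numbers of 1 group crossed it was 354 (the numbers deviated with a correlation of -0.142 between the 2 fructose groups), while fitting only the 4 fructose libraries gave 131. The 5 largest increases whose mice did not overlap were those of *Rps26-ps1*, *Gm12191*, *Rps3a2*, *Cyp2a4* and *Rpl34-ps1*, with log2 fold changes from 7.96 to 9.80. All but *Cyp2a4* are annotated as processed pseudogenes, and these 5 genes share between 58.9% and 100% of their 31-base subsequences with other genes. *Rps26-ps1*, on chromosome 8 of GRCm38 from 107439131 to 107439579, had a normalized count of 1297 ± 35.6 (SD, n = 2) in libraries labelled MED13-LKO and of 0.553 ± 0.782 (SD, n = 2) in control mice (adjusted p = 0.000225 from limma). *Rps26* itself had 62.1 ± 11.1 (SD, n = 2) against 2947 ± 450 (SD, n = 2), a log2 fold change of -5.55 (adjusted p = 2.95e-07 from limma). *Cyp2a4*, on chromosome 7 from 26307169 to 26315088, had 5735 ± 1189 (SD, n = 2) against 11.7 ± 0.612 (SD, n = 2) (adjusted p = 7.71e-07 from limma). The 5 largest decreases were those of *Mup7*, *Hsd3b5*, *Selenbp2*, *Nlrp12* and *1700047I17Rik2*, with log2 fold changes from -7.03 to -5.92. *Nlrp12* shares 5.02% of its subsequences with other genes and the other 4 at least 34.1%. The calls of *Mup7* and *Selenbp2* were lost when only the fructose libraries were fitted (adjusted p = 0.0575 and 0.0591 from limma), and that of *1700047I17Rik2* with the replicate number as a block (adjusted p = 0.0534 from limma). The estimated counts of genes that share subsequences depend on how reads were divided among the copies. The gene ontology analysis was not repeated here.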

**Fig. s3:**
**Circulating glucose and insulin levels under different carbohydrates containing water supplementations and at different post-prandial time points.** Twelve-week-old C57BL/6J mice were fasted overnight and fed with normal chow supplemented with 30% sucrose or fructose in their drinking water. **A)** Blood glucose was measured at each post-prandial time point as indicated. **B)** Serum insulin was measured at each post-prandial time point as indicated. *P* values were determined by Student's *t-*test (*p* < 0.05). Values are the mean ± SEM.

**Fig. s4:**
**Binding of MED1 on *G6pc* promoter and ChREBP transfactors on *Fasn* promoter in the MED13**^**fl/fl**^**(WT) and MED13-LKO (KO) mice.** ChIP-qPCR was performed to analyze the enrichment of the core mediator subunit MED1 on the *G6pc* promoter region and ChREBP transfactors on the *Fasn* promoter region. **A)** Anti-MED1 and **B)** anti-ChREBP were used to pull down sonicated liver chromatin of the *Med13*^*fl*/fl^ and MED13-LKO mice (n = 4). Precipitated DNA enrichment is shown as a percentage of input DNA. *P* values were determined by one-way ANOVA followed by the Turkey-Kramer multiple comparisons test. Error bars indicate the mean ± SEM. Bars with different letters are significantly different from each other (*p* < 0.05).

**Fig. s5:**
**FOXO1 and GS phosphorylation levels under different carbohydrates containing water at different feeding times.** Twelve-week-old C57BL/6J mice were fasted overnight and fed with normal chow supplemented with 30% sucrose or fructose in their drinking water. **A)** Representative Western blotting images of phosphorylated FOXO1 (S256), total FOXO1, phosphorylated GS (S641), and tubulin from two independent mouse livers. **B)** Relative densitometric analysis of pFOXO1/tubulin and **C)** pGS/tubulin is presented. *P* values were determined by one-way ANOVA followed by the Turkey-Kramer multiple comparisons test. Error bars indicate the mean ± SD. Bars with different letters are significantly different from each other (*p* < 0.05).

**Fig. s6:**
**Fructose induction of endogenous gene expression in primary hepatocytes isolated from the control and MED13-LKO mice.** Primary mouse hepatocytes were isolated from the WT (*Med13*^fl/fl^) or KO (*Med13*-LKO) mice. The cells were cultured on collagen-coated plates in DMEM without glucose (−) or with 45 mM of fructose (+) for 5 h. Cellular RNA was isolated and subjected to qRT-PCR for **A)***Med13*, **B)***G6pc*, **C)***Fasn*, **D)***Chrebp-β*, **E)***Mlx*, **F)***Foxo1*, and **G)***Usf1* mRNA. *P* values were determined by Student's *t-*test (p < 0.05). Values are the mean ± SD.

**Fig. s7:**
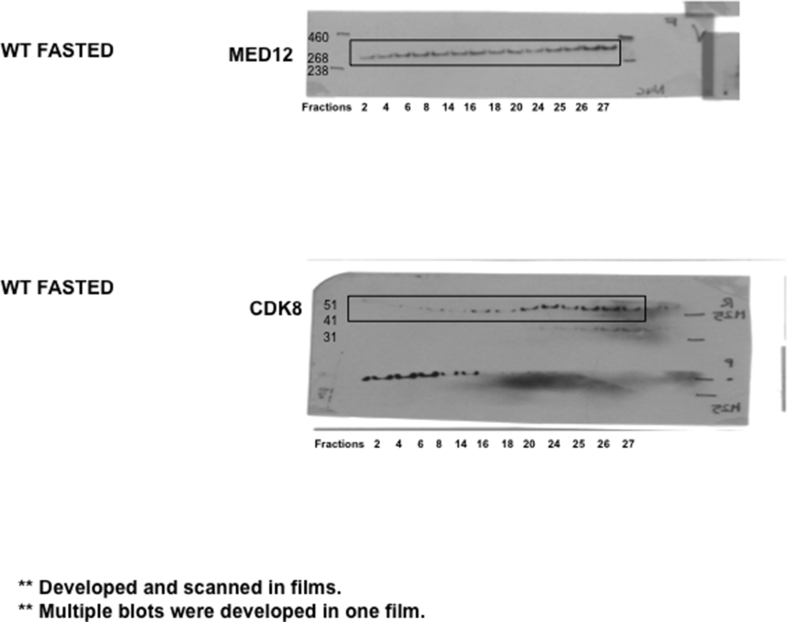

**Fig. s8:**
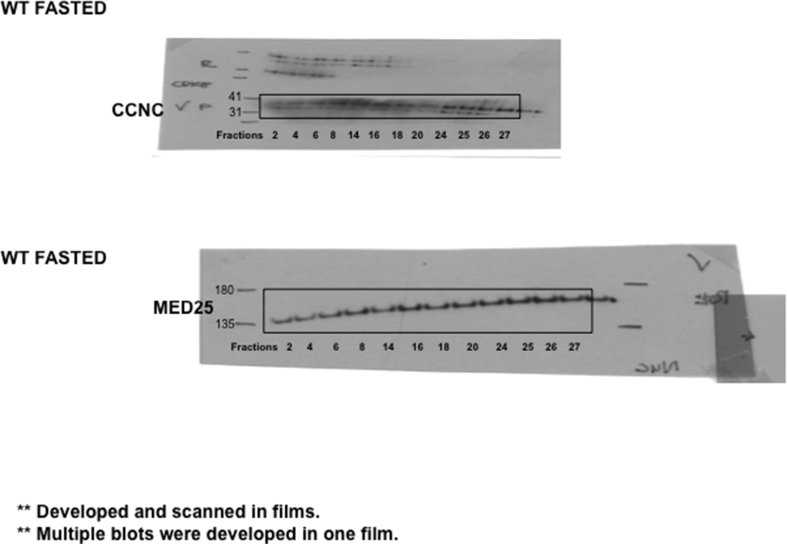

**Fig.s9:**
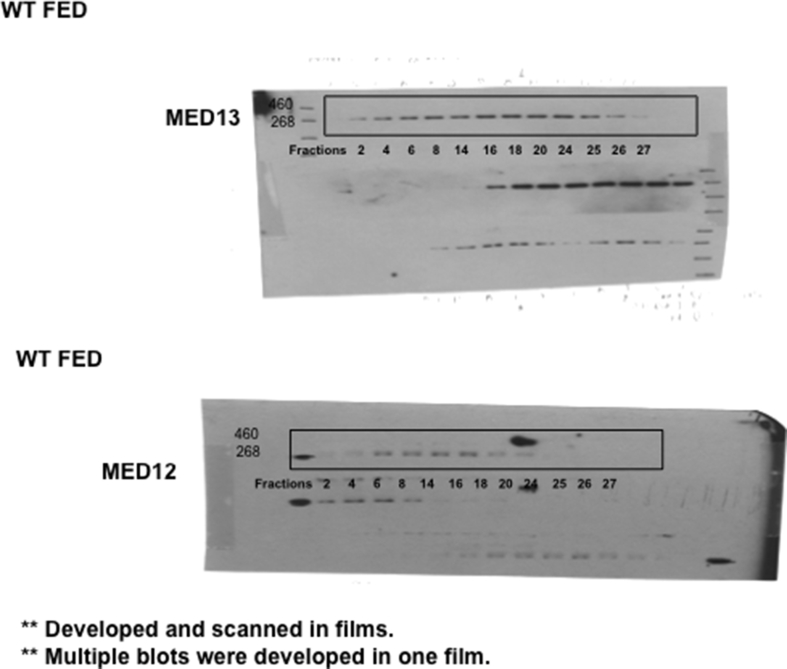

**Fig. s10:**
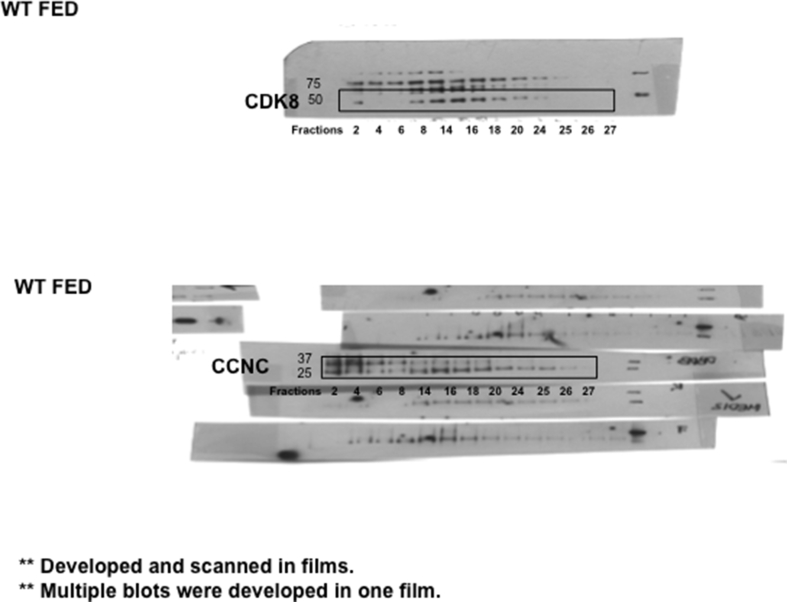

**Fig. s11:**
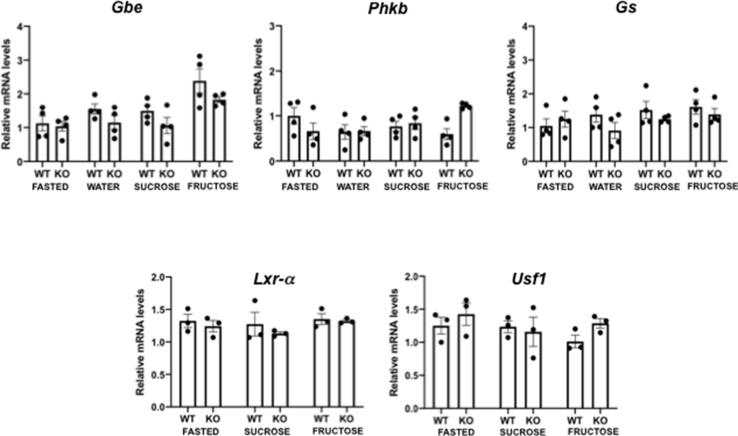

**Fig. s12:**
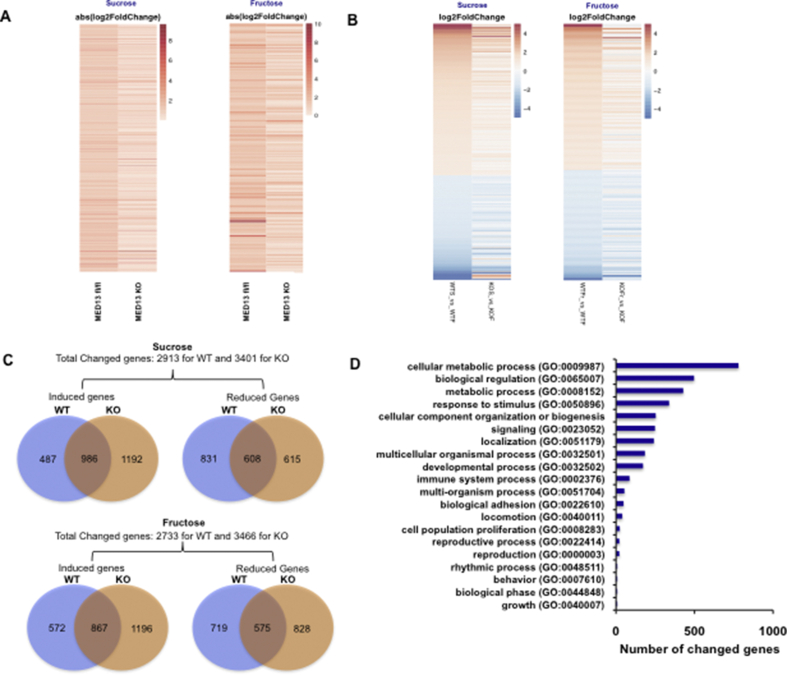

**Fig. s13:**
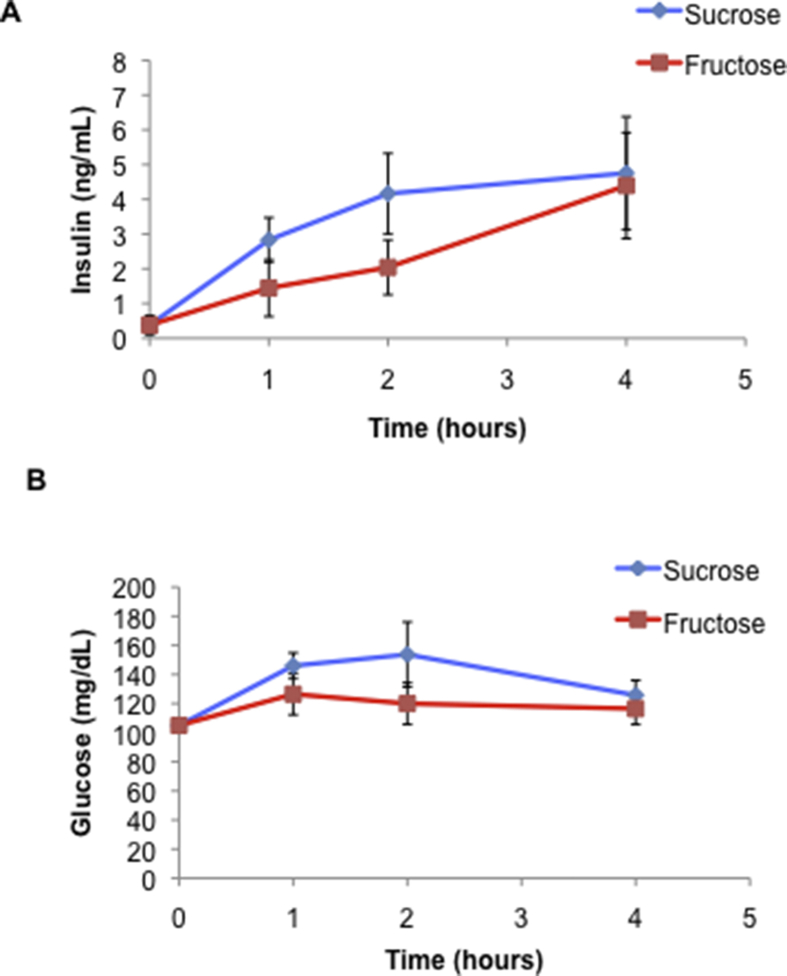

**Fig. s14:**
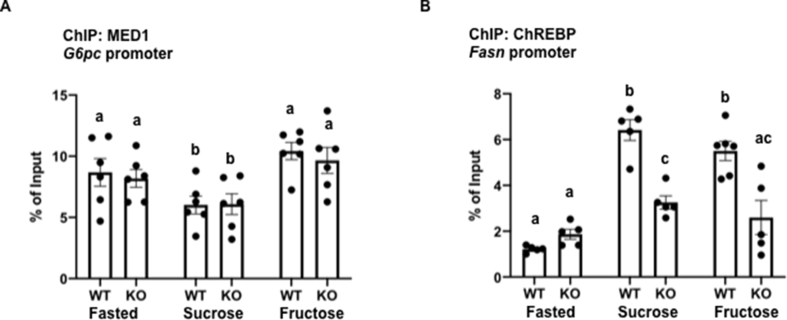

**Fig. s15:**
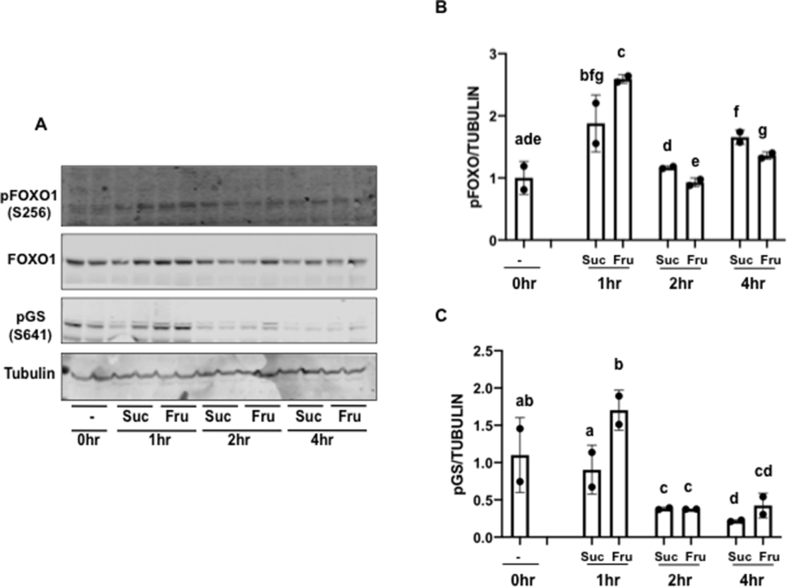

**Fig. s16:**
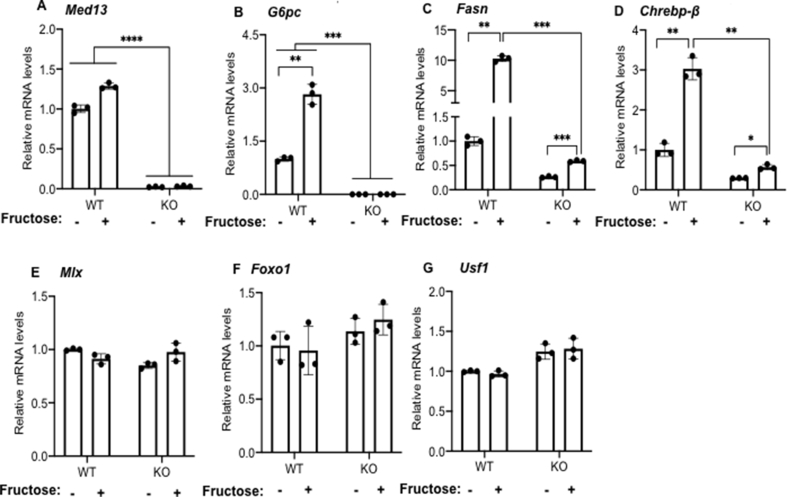

**Fig. s17:**
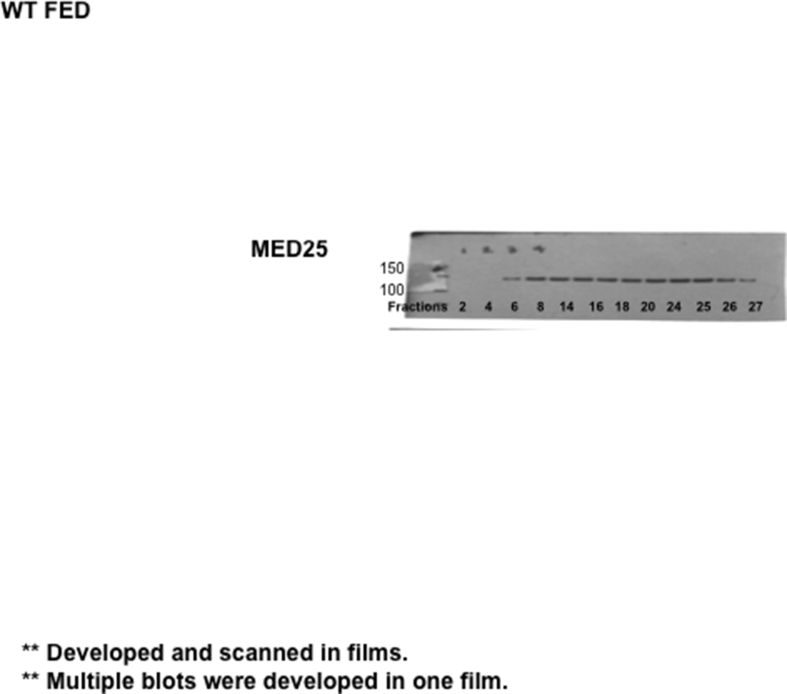

**Fig. s18:**
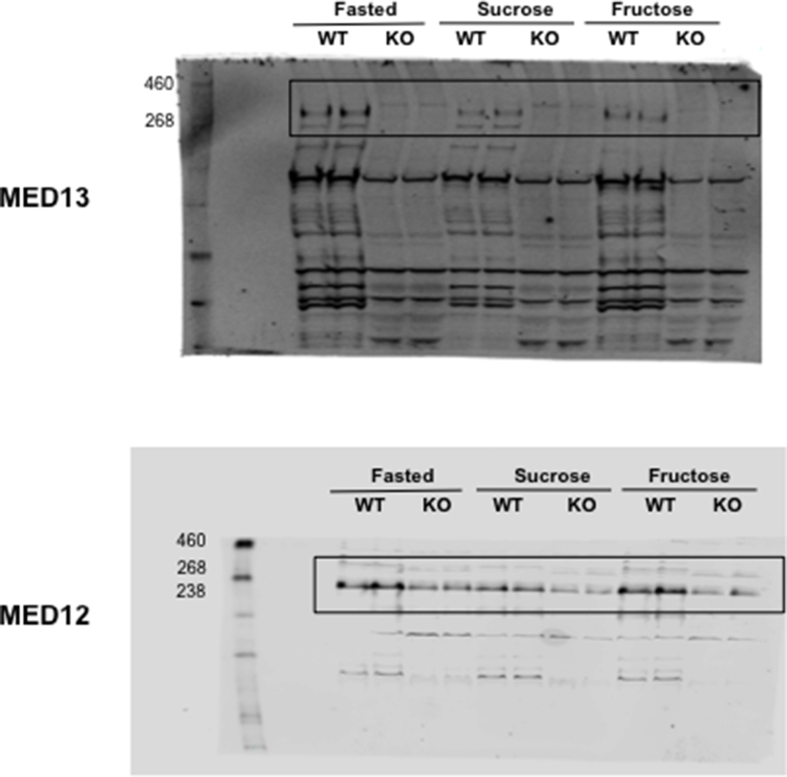

**Fig. s19:**
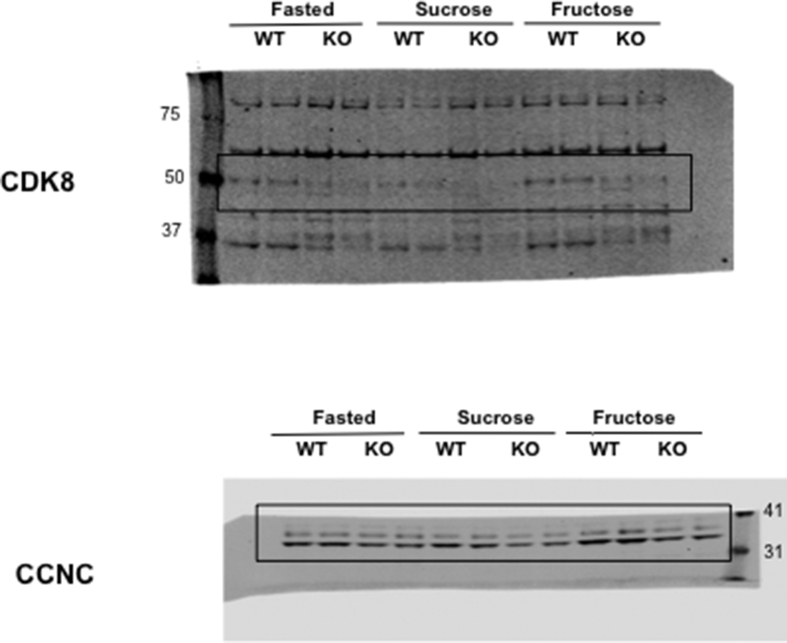

**Fig. s20:**
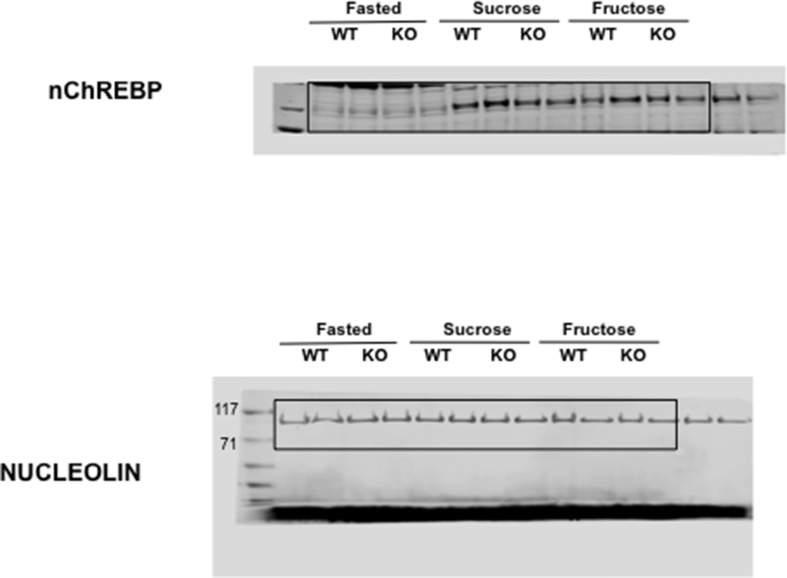

**Fig. s21:**
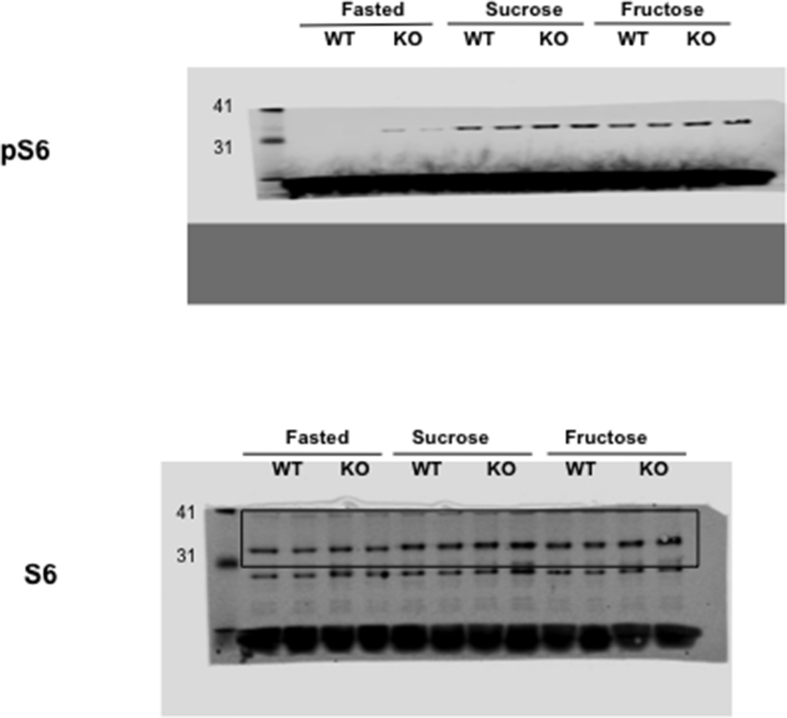

**Fig. s22:**
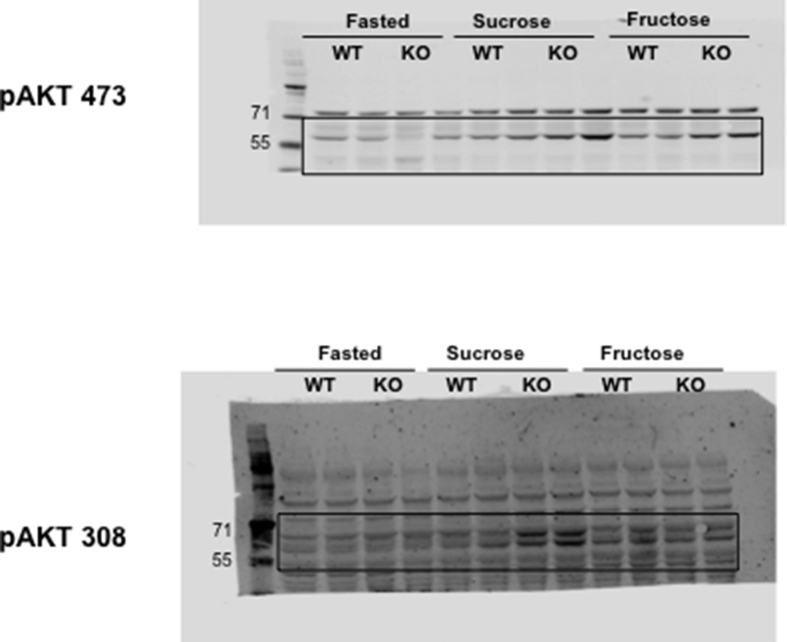

**Fig. s23:**
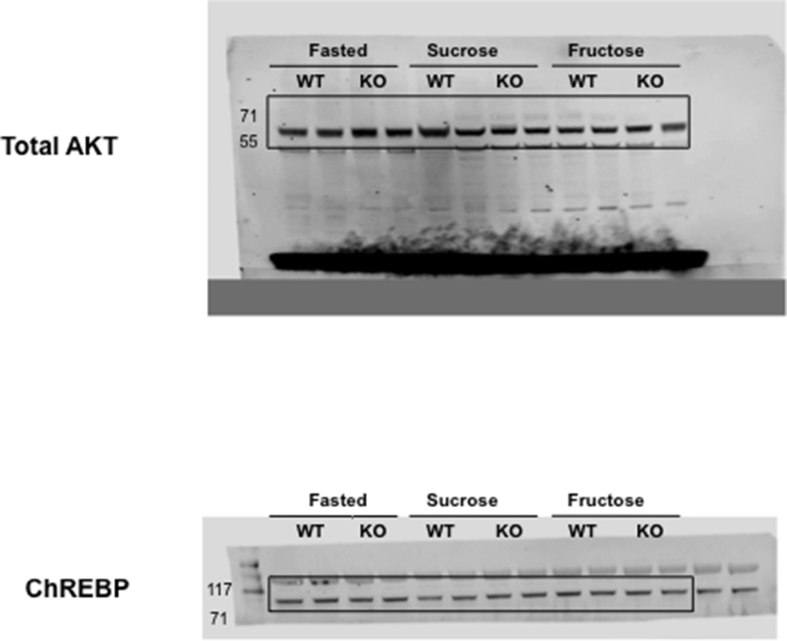

**Fig. s24:**
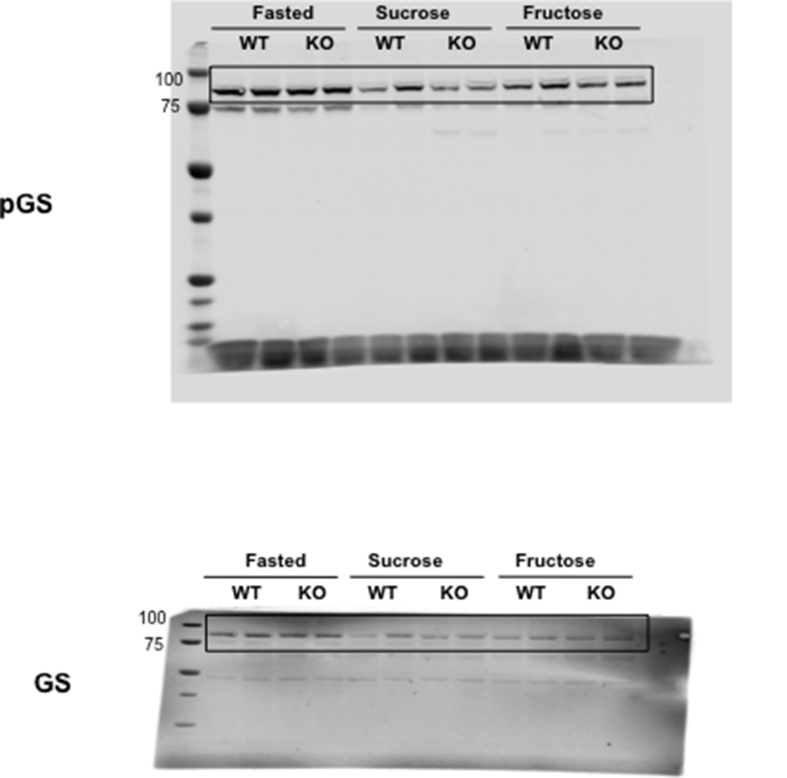

**Fig. s25:**
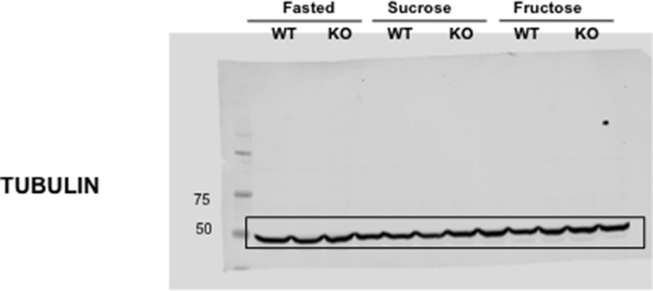

**Fig. s26:**
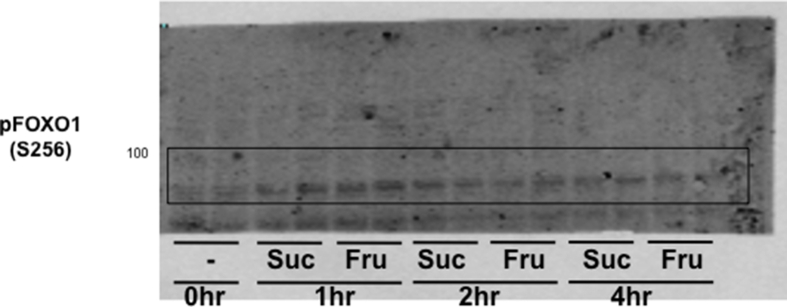

**Fig. s27:**
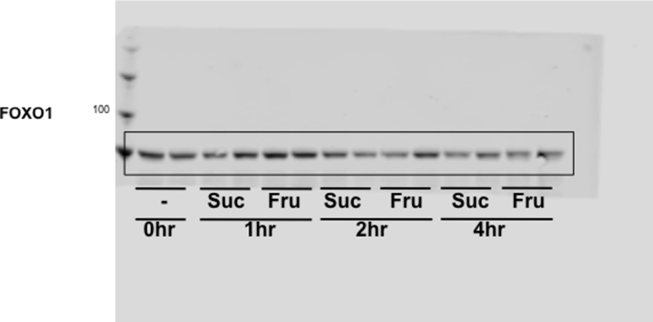

**Fig. s28:**
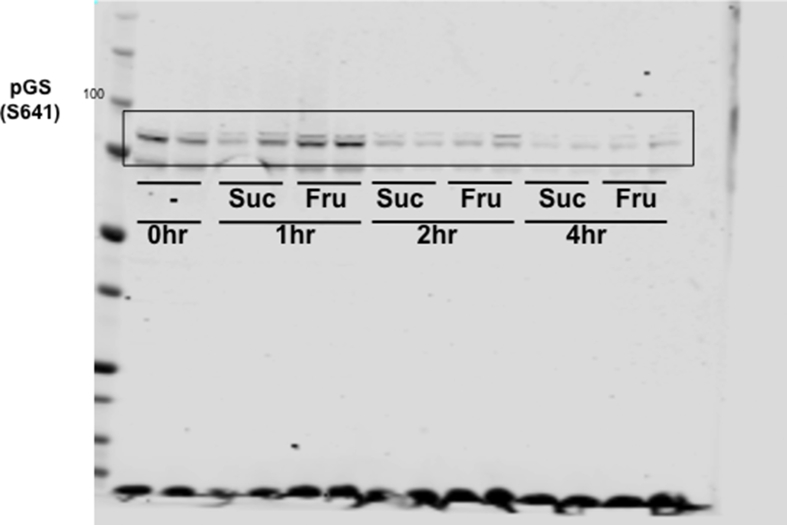

**Fig. s29:**
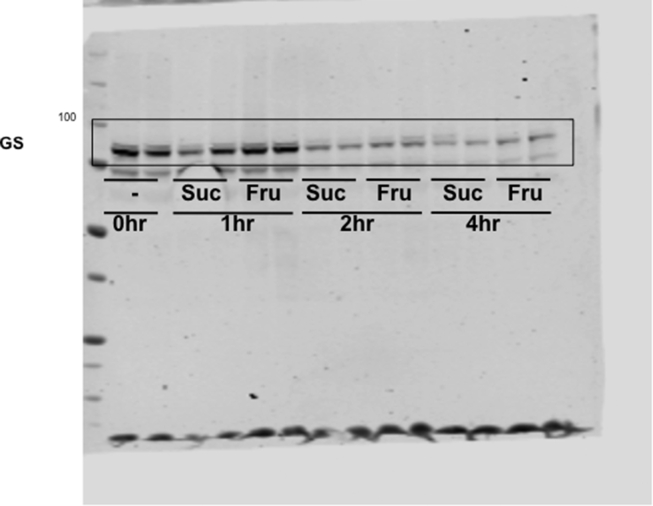

**Fig. s30:**
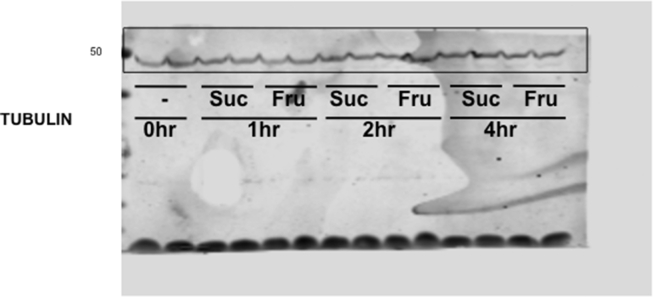

**Fig. s31:**
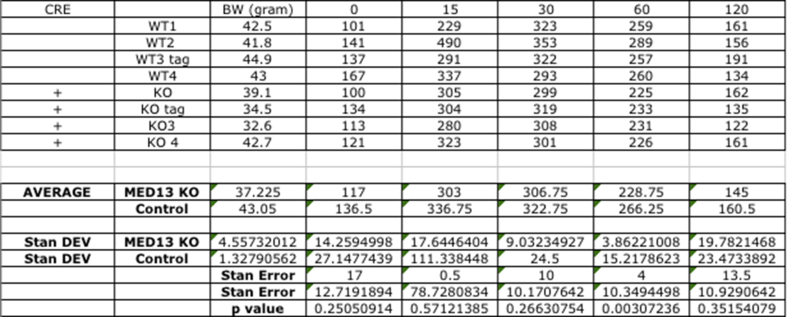

**Fig. s32:**
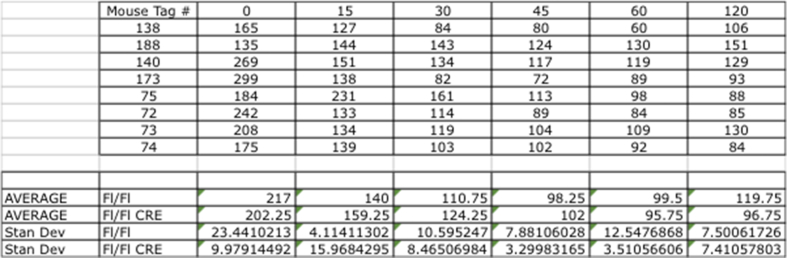

**Fig. s33:**
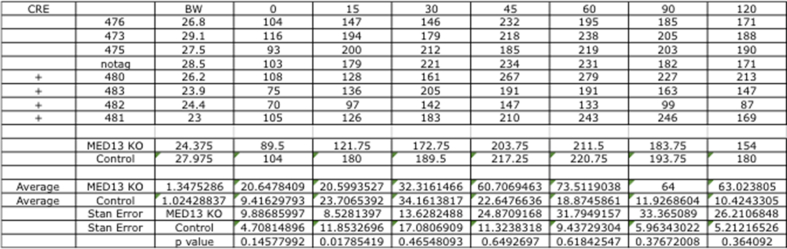

# Supplementary material for: The Mediator complex kinase module is necessary for fructose regulation of liver glycogen levels through induction of glucose-6-phosphatase catalytic subunit (G6pc)
**Source:** Mol Metab. 2021 Mar 31;48:101227. doi: 10.1016/j.molmet.2021.101227
**Supplement:** Table S1 — List of mouse oligonucleotide primer sequences for qRT-PCR.

**SUPPLEMENTAL FIGURE LEGENDS**

**Table S1. List of mouse oligonucleotide primer sequences for qRT-PCR**

| **Primer** | **Sequence (forward)** | **Sequence (reverse)** |
| --- | --- | --- |
| *Fasn* | GGTCGTTTCTCCATTAAATTCTCAT | CTAGAAACTTTCCCAGAAATCTTCC |
| *Chrebp β* | TCTGCAGATCGCGTGGAG | CTTGTCCCGGCATAGCAAC |
| *Chrebp α* | ATCCGACACTCACCCACCTCTT | GCTCTCCAGATGGCGTTGTTCA |
| *Srebf1c* | GGAGCCATGGATTGCACATT | GGCCCGGGAAGTCACTGT |
| *Pck1* | TCTCTGATCCAGACCTTCCAA | GAAGTCCAGACCGTTATGCAG |
| *G6pc* | CTGTGAGACCGGACCAGGA | GACCATAACATAGTATACACCTGCTGC |
| *Mlx* | AGTCTTCAACGCCTCTATCTCTG | AATCTCTCGTAGAGTCTGTGGCTC |
| *Lxr α* | ATCGCCTTGCTGAAGACCTCTG | GATGGGGTTGATGAACTCCACC |
| *Usf1* | AAGTCAGAGGCTCCCAGGA | CGGCGCTCCACTTCGTTAT |
| *Med13* | CTTCACCGGAGCCAGAATAAA | GGAGACCACTTCCAACATCAA |
| *Gbe* | GGTCCAAGCTGAAGGTAGTTAT | GCCCAGTGTATCCAATCATAGT |
| *Phkb* | GCTCACTGTTACCCAGAGAATC | GCTTCATCATCCAAGGCAAAC |
| *Gs* | ACCAAGGCCAAAACGACAG | GGGCTCACATTGTTCTACTTGA |
| *Ppib* | CAAGCATGTGGTTTTCGGCA | GCTGTCTGTCTTGGTGCTCT |
|  |  |  |
| ***ChIP primer*** | **Sequence (forward)** | **Sequence (reverse)** |
| *G6pc promoter* | AGGTACCAAGGGAGGAAGGA | TGGAACCAGATGGGAAAGAG |
| *G6pc promoter 2* | CTCTGTCAAGCAGTGTGCCCAAGTTAATA | GTCTGTAGGTCAATCCAGCCCTGATCTT |
| *Fasn promoter* | TGTTCCCTATCCTGCCTACT | ATCGTGGCCCAGCTTTC |
| *Fasn promoter 2* | CCAGCTTATGGGCAGAATACA | AGCTTCTCCAACTTGGCTATC |

How the deposited data were processed for this re-analysis (not part of the article)

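Liver RNA-seq libraries from 12 mice were used, 2 in each of 6 groups formed by genotype (control *Med13* fl/fl or MED13-LKO) and diet (fasted, sucrose or fructose). Groups were taken from the sample titles of the deposited record. The signal values were deposited by the authors as normalized counts for 16346 genes, after trimming with Trim Galore, estimation of transcript counts with Kallisto and normalization with DESeq2. Software versions, the transcript reference and the genome build are not stated in the paper's text. Because the values carry a factor for each gene and library, whole reads were not recovered for the table as a whole, and tests that need counts were not run.

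From the deposited values, log2(normalized count + 1) was computed for the 12366 genes with a mean of at least 10, and 1 linear model with the 6 groups was fitted in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation that follows the mean. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, and genes with an adjusted p-value under 0.05 are called. Contrasts compared each sugar with the fasted state within each genotype, the genotypes within each diet and averaged over the diets, the sugars with each other, and the feeding responses between genotypes. Slopes were least-squares slopes through the origin over genes with an absolute log2 fold change above 1 that were called. For genes selected on 1 control replicate, only the size of the change was used. Unresponsive genes had an absolute log2 fold change under 0.5 and were called for neither sugar. Figures and annotation used Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.

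Depth was estimated from 2652 genes with a single annotated transcript, in which low values fall on multiples of a step per library. With 2 mice per group, the fit was tested on simulated data, and the difference between genotypes averaged over diets was recovered for 78% of the genes changed by 1 on the log2 scale. The simulated groups did not differ in the spread of a gene, so unequal spread was not tested. Sequence sharing was measured as the percent of a gene's 31-base subsequences that occur in another gene of GENCODE M21 on GRCm38, and 16212 of the identifiers were found there. Gene positions come from the same annotation.

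The genes named were those of lists fixed beforehand (the genes the paper names, related Mediator genes, and lists of lipogenic, fructose, glucose, clock and cell type marker genes). For the difference between genotypes with fructose and for each interaction, the 5 genes in each direction with the largest change, among those called whose mice did not overlap, were named as well. Some genes of these lists are not reported here. Replicate numbers come from the sample titles. The file's columns number the fed mice 2 and 3, and no source says that equal numbers mark littermates or shared handling, so the main fit has no block for the number.

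The alternatives were pseudocounts of 0.1 and 10, no filter on low values, rescaling to equal 75th percentiles, the replicate number as a block, fits of only the compared groups, and leaving out each mouse in turn. For the slopes and shares, other selections of genes were also tried. Mice on plain water, qRT-PCR, glycogen, chromatin and hepatocyte experiments were not analysed here, and gene ontology terms were not used here.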

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

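All tests in this part were chosen only after the result was seen. The conclusions on patterns below are therefore hypotheses.

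The feeding response differed between genotypes for 18 genes with sucrose and for 3 with fructose, by a test of the interaction in limma. *Paqr9* was called for both, with log2 fold changes of -0.98 and -1.05. Of the 20 genes, 11 (55%) share at least 10% of their 31-base subsequences with another gene, against a median of 25% in random lists matched on expression (percentile 99.4), and 11 have a library below 1. For the genes that share sequence, how reads were divided between copies may account for part of the list. *Rprd2*, with -11.67 for sucrose, is listed at 0 in every library of 3 groups. It shares only 0.262% of its subsequences, so shared sequence does not account for its zeros, and their cause was not tested. Genes such as *Nnmt* (1.51, adjusted p = 0.00245 in limma), *Oat* (1.28, adjusted p = 0.0172 in limma) and *Paqr9* share little sequence, were chosen here after their values were seen, and cannot be told apart from other technical explanations, which were not tested for single genes.

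Several genes that the paper does not discuss differed between genotypes, most of those named here above and *Mup7* below their level in the control mice. *Nnt*, on chromosome 13 from 119335448 to 119408997, had 762 ± 227 (SD, n = 6) in control mice and 3215 ± 381 (SD, n = 6) in libraries labelled MED13-LKO, a log2 fold change of 2.12 averaged over diets (adjusted p = 5.69e-06 in limma). The highest control library, at 1004, lay below the lowest library labelled MED13-LKO, at 2617. With fructose, *Rps26-ps1* had a log2 fold change of 9.80 on the scale with a pseudocount of 1, and was at least 360-fold higher, since both control libraries were at or under 3 counts. *Cyp2a4* had 8.81 and *Mup7* -7.03.

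These genes belong to a wider difference. Averaged over diets, 3127 genes were called, 447 of them with an absolute log2 fold change above 1, and in 1095 tested genes (8.85%, against 0.22% by chance) the 6 libraries of each genotype did not overlap. Of the 32 ways to exchange same-numbered control and MED13-LKO mice, 1, the real one, gave as many genes. The largest other count was 183, with 1 pair exchanged, and the median 2. After rescaling to equal 75th percentiles, 98.4% of the 447 genes were still called with that size. The percentiles lay within 0.06 of each other on the log2 scale, too little for the rescaling to remove changes above 1, so that test decides nothing. A scaling of whole libraries would move genes 1 way, however, and of the 447 genes 283 were higher and 164 lower. After centring within bins of GC content and length 91.9% of the 444 annotated genes were left, but the rank correlations of the change with GC content and length were only 0.1 and 0.13, so centring could not have removed changes of this size and that test also decides nothing. The correlations themselves leave room for a small bias from GC content or length.

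Other explanations remain. Outside the 100 genes with the highest values, 3048 genes were called. They were counted in the same fit with the same scaling. Leaving out 100 genes could lower the number only a little, so this count decides nothing. With the 100 genes left out and the rest rescaled and fitted again, the number rose by 36.8%, to 4171. Rescaling moves all genes of a library alike and can change the number by itself. The rise therefore does not tell how far the number depends on a few abundant genes. Of the annotated genes, 32.2% share at least 10% of their subsequences, against 24.1% in random lists (percentile 100), and 66% of the 50 largest changes do, while 301 genes share less. Marker genes of other cell types had a median absolute log2 change of 0.372, against 0.156 in matched lists (percentile 100). Of 19 markers 10 were called, 7 of them higher, so a different mix of cells is a possible explanation for some genes. Sex of the mice is excluded as far as the 4 Y-linked genes go, since their lowest signal in any library was 70.5.

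A difference in strain background between the genotypes may also contribute. If it lay in a few segments, changed genes of low sharing would cluster. There were 110 within 1 Mb of another, against a median of 105 and a highest value of 140 in random lists (percentile 67.1). By chromosome the spread was less even, with 19 genes on chromosome 12 against 10.2 expected and 24 on chromosome 3 against 14.3. The highest ratio, 1.86, lay at percentile 94 of random lists and the unevenness over all chromosomes at percentile 83.2, so neither measure settles it. A neighbour count within that of random lists was first set to count against a strain difference. It was reread as open after the result was seen, because a difference across a whole background need not cluster. Sequencing batches were not analysed here. A biological effect of genotype thus cannot be told apart from strain background, nor for part of the genes from cell mix, although most marker shifts are too small to give changes above 1. For *Nnt*, no single gene shares 10% of its sequence although 47.8% of its subsequences occur elsewhere, so a sum over copies holds *Nnt* alone and adds no evidence.

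Ribosomal protein genes and their processed copies moved in opposite directions. *Rps26* fell from 3064 to 59.2 on average while *Rps26-ps1* rose from 1.89 to 1247. Summed with *Rps26-ps1*, the log2 change of *Rps26* shrank from -5.68 to -1.23 (-1.03 with *Med21* added, which shares sequence with *Rps26* but is not a copy of it). Summed with the genes that share sequence with them, those of 2 other ribosomal protein genes shrank from -3.35 to -0.84 for *Rps3a1* and -3.42 to -1.07 for *Rpl34*, and the sum kept at most 31.3% of the gene's own change. Reads may thus have been assigned to another copy in one genotype, as a sequence variant against the reference could do, but the sums still differed, and the 2 parts cannot be told apart. *Cyp2a4* summed with *Cyp2a5* changed by 0.46, with overlapping libraries, but *Cyp2a5*, with 40433 in control mice and 49993 in libraries labelled MED13-LKO, dominates that sum and did not fall, so the sum does not tell whether reads moved between them. *Mup7* summed over 17 members went from -7.27 to -3.36, so sharing does not remove its difference.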

How the results depend on the processing

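The alternatives were fixed before the data were examined, except the crossed pairing and the genes of low sequence sharing, which were chosen after seeing the data. Of the log2 fold changes and slopes recomputed, which are those of the named genes, the *G6pc* comparisons and the feeding responses, none reversed with all mice included. Where a value moved, the cause was not tested. The edgeR and DESeq2 alternatives were not run, because whole reads could not be recovered for the table as a whole.

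Fitting only the compared groups gave 698 genes for sucrose in control mice in place of 1060, 27 for fructose in place of 692, 414 for fructose in libraries labelled MED13-LKO in place of 807, and 131 between genotypes with fructose in place of 362 (126 shared), of which 55% were higher in place of 61.9%. The number for sucrose in libraries labelled MED13-LKO stayed within 1.5 times, at 764 in place of 706. The interaction then gave 8 genes for sucrose in place of 18 and 1 for fructose in place of 3. With the replicate number as a block these were 7 and 1, with a pseudocount of 10 the fructose number was 0 (1170 genes unadjusted in the main setting), and with no filter it was 7. Rescaling to equal 75th percentiles changed the balance of directions in libraries labelled MED13-LKO. With sucrose 341 of 672 genes (50.7%) were induced in place of 276 of 706 (39.1%), and with fructose 438 of 798 (54.9%) in place of 364 of 807 (45.1%).

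Between the sugars, 5 genes in control mice became 12 with a pseudocount of 0.1, 3 with 10, 8 with no filter, 3 with the block and 0 with only the compared groups (1061 unadjusted in the main setting). In libraries labelled MED13-LKO, 5 became 8 with a pseudocount of 10 and 3 with the block.

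The *G6pc* difference with sucrose, 0.98, passed the threshold with the block (adjusted p = 0.0265 in limma) and with only the compared groups (0.00412). With fructose, 0.81 passed with the block (adjusted p = 0.0441), and the planned range ran from 0.0441 to 0.269. The control change from fasted to fructose, -0.83, passed with the block (adjusted p = 0.0498, highest planned value 0.31). Same-numbered mice deviated with correlations from -0.142 to 0.0782 over 15 pairs of groups (median 0.0273), so the numbers are not shown to pair the mice.

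The slope for sucrose, 0.446, was 0.304 with a pseudocount of 0.1, 0.600 with 10, 0.396 with no filter, 0.52 with genes selected in libraries labelled MED13-LKO, 0.480 with low sharing, and 0.281 and 0.335 with genes selected on 1 control replicate. For fructose, 0.52 became 0.428 with a pseudocount of 0.1, 0.436 with no filter, 0.574 with low sharing and 0.243 and 0.243 with genes selected on 1 replicate. Across the 8 fits that each left out 1 mouse, slopes ran from 0.428 to 0.463 and from 0.471 to 0.548. The share difference for sucrose fell to 4.85 points with genes defined by the other sugar.

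With 1 mouse left out, *G6pc* ran from -0.62 to 0.06 in the fasted state, where its direction was thus not fixed, from 0.91 to 1.06 with sucrose, from 0.34 to 1.28 with fructose, from 0.23 to 1.17 between sugars and from -1.31 to -0.37 between fructose and fasted control mice. The differences between genotypes with sucrose ran from -2.14 to -1.06 for *Fasn*, from -1.02 to -0.42 for *Srebf1* and from -0.60 to -0.26 for *Mlxipl*. That of *Med13* averaged over diets ran from 0.11 to 0.32. Counts and shares were not computed with 1 mouse left out, since an arm would hold 1 mouse. Of 300 alternative values for 50 other results on named genes, apart from the 5 *G6pc* comparisons above, 267 stayed on the same side of the threshold and 33 became weaker, in 18 results. Among these is the *G6pc* difference averaged over diets, with adjusted p-values in limma from 0.013 with the block to 0.0526 with no filter.

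With 2 mice per group, simulated interactions of 1 on the log2 scale were called for 35% of genes, which limits what the small interaction counts show.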

Differences from the paper's values

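The numbers of genes changed by feeding are lower here than in the paper's figure. The paper tested with DESeq2, which was not run here, and every setting here used limma on log2 values. The numbers thus come from different tests. For sucrose in control mice, 1060 genes were called, against about 2900 in Fig. S2C, read by eye. For fructose in control mice, 692 genes were called, against about 2700 in Fig. S2C, read by eye. In libraries labelled MED13-LKO, 706 were called for sucrose, against about 3400 in Fig. S2C, read by eye, and 807 for fructose, against about 3500 in Fig. S2C, read by eye. None of the alternatives set before the data were examined came within 1.5 times of these values. The numbers with unadjusted p-values under 0.05, a setting chosen after seeing the values, were 3039, 2829, 2577 and 2866 in the same order, all within 1.5 times. The paper's legend states an adjusted threshold, and this match across different tests does not tell which threshold was used.

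In Fig. S2C sucrose changes more genes in MED13-LKO mice than in control mice, and here it changed fewer. With only the compared groups fitted the order was that of the figure, with 764 genes in libraries labelled MED13-LKO and 698 in control mice.

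On *G6pc*, the paper's statements on liver mRNA rest on qRT-PCR with more mice per group than were sequenced here. The paper also reports enzyme activity that followed the mRNA, and lower *G6pc* in MED13-deficient primary hepatocytes. Its reporter assays and chromatin experiments are further evidence, and none of these was analysed here. The paper states that *G6pc* is lower in MED13-LKO mice in the fasted and fructose-fed states. Here the log2 fold changes were -0.28 (adjusted p = 0.581 in limma) and 0.81 (adjusted p = 0.119 in limma). No setting called the fasted difference. The fructose difference was called as higher only with the replicate block (adjusted p = 0.0441 in limma). The replicate numbers are not shown to pair the mice. With the numbers of 1 group crossed, the difference was not called (adjusted p = 0.059 in limma). Averaged over diets *G6pc* was called higher, by 0.51 (adjusted p = 0.0477 in limma). The paper states that *G6pc* remains elevated with fructose in control mice. Here it fell by 0.83 (adjusted p = 0.119 in limma), called only with that replicate block.

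The paper groups *Mlx* with genes that do not respond to feeding, and here its log2 fold change with sucrose in control mice was 0.53 (adjusted p = 0.0227 in limma). The paper also states that *Foxo1* is not regulated by nutrients in vivo, and here it fell by 1.22 with each sugar in control mice (adjusted p = 0.00996 and 0.0148 in limma). The paper states, from qRT-PCR, that the induction of *Fasn* by fructose is suppressed in MED13-LKO mice. Here the log2 fold change between genotypes with fructose was -0.20 (adjusted p = 0.793 in limma). The rise from the fasted state with fructose was 2.93 in control mice and 3.19 in libraries labelled MED13-LKO. With sucrose it was 4.48 and 3.35, and neither difference in rise was called.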

Other observations

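The tests on *G6pc* with *Med13*, on the control mouse with fructose and on sex-dependent genes were chosen only after the result was seen, as was the reading of the clock gene test.

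The smaller response in libraries labelled MED13-LKO was weighed against the selection of genes in control mice. If selection alone made the slope fall below 1, the reverse selection would give a similar slope. The slopes differed by 0.074 for sucrose and 0.029 for fructose, so selection may account for the slopes below 1. Over genes of low sequence sharing, the slopes for sucrose were 0.48 and 0.63, a wider gap. With sucrose, 85% of genes selected in control mice and 69% in the reverse selection had the smaller response in the other genotype. With fructose these were 78.5% and 84.2%. A smaller response to sucrose is therefore not excluded. Slopes from genes selected on 1 control replicate were lower still, but rest on single libraries and do not decide this.

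Clock genes differed between fed and fasted mice more than matched random genes did (median absolute log2 change 0.408 against 0.151, percentile 99.9). Of 13 clock genes 8 changed in the same direction in all 4 feeding responses, where 47.6% of all tested genes did, and 1 was called in all 4. The hour of sampling and feeding coincide in this design, so the feeding responses cannot be told apart from an effect of the hour.

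*Med13* RNA in the 6 libraries labelled MED13-LKO rose with the mean of marker genes of endothelial, Kupffer and stellate cells (Spearman rho 0.943, exact p = 0.0167, adjusted p = 0.0667 by Benjamini-Hochberg over 4 tests, so it fails the correction). The Pearson correlation was 0.688 (exact p = 0.132), and in the control libraries rho was 0.429 (exact p = 0.419). Reads from other cells may contribute to the *Med13* value, but they do not by themselves account for *Med13* being no lower than in control mice.

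Neither *Med13* nor *G6pc* was called lower in the libraries labelled MED13-LKO in any diet. *G6pc* was lower by -0.28 in the fasted state, which was not called, and averaged over diets it was called higher by 0.51 (adjusted p = 0.0477 in limma). Exchanged labels would make *Med13* lower in the other genotype, and its log2 fold change of 0.216 (adjusted p = 0.201 in limma) is too small to tell, so exchanged labels are not excluded. *Ppib*, used to normalize qRT-PCR, was called lower in libraries labelled MED13-LKO when averaged over diets, but not with fructose alone. Dividing *G6pc* by *Ppib* gave 1.17 with fructose and 0.34 in the fasted state, which moves both away from a decrease.

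The second control mouse with fructose lay at 69.2 on an axis with fasted control mice at 0 and sucrose-fed control mice at 100, and the first at 85.5. A fasted mouse labelled as fed would lie near 0, so that explanation is excluded. Its estimated depth of 18800000 reads was the lowest of the control libraries, but the MED13-LKO libraries with fructose, with fewer reads, lay at 86.3 and 102, so lower depth did not go with a place nearer the fasted mice.

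Genes with sex-dependent expression in the liver, listed from general knowledge after some of their values had been seen, differed between genotypes. The 12 genes higher in females had a median log2 change of 0.86 (11 higher, 8 called, percentile 100), and the 8 genes higher in males -0.35 (5 lower, 3 called, percentile 98.9). A change in the sex-dependent programme of the liver may be a hypothesis here, and it cannot be told apart from strain background or cell mix.

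Of 10 lipogenic genes, all 10 were lower in libraries labelled MED13-LKO with sucrose, with log2 fold changes from -2.28 to -0.37, and 5 were called over all genes and 7 over the list alone. With fructose 8 were lower and 1 was called either way (4 unadjusted). In the fasted state 8 were lower as well, with log2 fold changes from -1.52 to 1.68, and the 1 called over all genes was higher. The interaction for these genes was called for 0 with sucrose over all genes and for 2 over the list alone (4 unadjusted). *Khk*, *Tkfc* and *Slc2a2* were lower in every diet, with log2 fold changes averaged over diets of -0.56, -1.17 and -1.19 (adjusted p = 0.00817, 0.000156 and 0.000156 in limma).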
